# Transcriptome Analysis of the Hierarchical Response of Histone Deacetylase Proteins That Respond in an Antagonistic Manner to Salinity Stress

**DOI:** 10.3389/fpls.2019.01323

**Published:** 2019-10-18

**Authors:** Minoru Ueda, Akihiro Matsui, Shunsuke Watanabe, Makoto Kobayashi, Kazuki Saito, Maho Tanaka, Junko Ishida, Miyako Kusano, Mitsunori Seo, Motoaki Seki

**Keywords:** high salinity stress, epigenetics, histone acetylation, histone deacetylases, stress response

## Abstract

Acetylation in histone and non-histone proteins is balanced by histone acetyltransferase and histone deacetylase (HDAC) enzymatic activity, an essential aspect of fine-tuning plant response to environmental stresses. HDACs in *Arabidopsis* are composed of three families (RPD3-like, SIRT, and HD-tuins). A previous study indicated that class I (HDA19) and class II (HDA5/14/15/18) RPD3-like family HDACs control positive and negative responses to salinity stress, respectively. Furthermore, quintuple *hda5/14/15/18/19* mutants (*quint*) exhibit salinity stress tolerance, suggesting that *hda19* suppresses the sensitivity to salinity stress present in quadruple *hda5/14/15/18* mutants (*quad*). In the present study, transcriptome analysis of the *quint* mutant was conducted to elucidate the hierarchical control of salinity stress response operated by RPD3-like family HDACs (HDA5/14/15/18/19). The analysis identified 4,832 salt-responsive genes in wild-type (Col-0), *hda19-3*, *quad*, and *quint* plants and revealed that 56.7% of the salt-responsive genes exhibited a similar expression pattern in both the *hda19-3* and *quint* plants. These results indicate that deficiency in HDA19 has a bigger impact on salinity stress response than in class II HDACs. Furthermore, the expression pattern of genes encoding enzymes that metabolize phytohormones raises the possibility that a drastic change in the homeostasis of phytohormones, such as abscisic acid, brassinosteroid, and gibberellin, may contribute to increasing stress tolerance in *hda19-3* and *quint* plants. Among these phytohormones, abscisic acid accumulation actually increased in *hda19-3* and *quint* plants, and decreased in *quad*, compared with wild-type plants. Importantly, 7.8% of the salt-responsive genes in *quint* plants exhibited a similar expression pattern in *quad* plants, suggesting that some gene sets are regulated in an HDA5/14/15/18-dependent manner. The transcriptome analysis conducted in the present study revealed the hierarchical and independent regulation of salt stress response that is mediated through HDA19 and class II HDACs.

## Introduction

Recent studies have demonstrated that a diverse type of histone modifications, such as acetylation, methylation, and phosphorylation, play a pivotal role in orchestrating plant response to environmental stresses (Kim et al., 2015). Acetylation levels are balanced by histone acetyltransferases (HATs) and histone deacetylases (HDACs). These enzymes have the ability to write or erase an acetylation mark, respectively. In general, the mark is positively correlated with mRNA expression. Notably, the mechanism by which histone acetylation governs plant response to environmental stresses through HDACs has been elucidated (Asensi-Fabado et al., 2016; Luo et al., 2017; Ueda et al., 2018b).

Three families of HDAC proteins (Reduced potassium dependency 3 (RPD3)-like, Silent Information Regulator 2 (SIRT), and HD-tuins) have been recognized in plants. The *Arabidopsis thaliana* genome encodes 18 genes that are members of the three HDAC families: 12 RPD3-like family proteins; 2 SIRT family proteins; and 4 HD-tuin family proteins. The RPD3-like family is further divided into three classes (I, II, and IV) based on their homology to yeast HDACs (Hollender and Liu, 2008). The RPD3-like family HDACs are pharmacological targets because their inhibition has potential application as a cancer treatment (Bolden et al., 2006; Seto and Yoshida, 2014). The potential value of their inhibition not only applies to cancer therapy but may also be applicable for increasing environmental stress tolerance in plants. *Arabidopsis* and cassava plants treated with HDAC inhibitors exhibit an increase in tolerance to salinity stress (Sako et al., 2016; Patanun et al., 2017; Nguyen et al., 2018). Pharmacological analysis indicated that inhibition of class I RPD3-like HDACs is essential for increasing salinity tolerance based on the evaluation of the survival of plants treated with class-selective inhibitors and subjected to salinity stress conditions (Ueda et al., 2017).

Consistent with the pharmacological studies, *Arabidopsis* plants deficient in class I RPD3-like HDACs (HDA6, HDA9, and HDA19) exhibit increased tolerance to environmental stresses, including different accessions of Col-0. A previous study reported that *hda19* plants (*hda19-3* and *hda19-5*) in the Col-0 background exhibit tolerance to salinity, drought, and heat stress (Ueda et al., 2017; Ueda et al., 2018a). In *hda19-3* plants, positive regulators, such as *NAC019* and *ABI5* in the ABA signaling pathway, that contribute to enhanced environmental stress tolerance are strongly upregulated (Ueda et al., 2017). HDA6 and HDA9 negatively regulate the expression of drought stress tolerance-related genes (class I RPD3-like HDAC) (Zheng et al., 2016; Kim et al., 2017). HDA9 is also involved in improving salt stress tolerance (Zheng et al., 2016). Collectively, the data indicate that inhibition of class I RPD3-like HDACs plays an essential role in improving environmental stress tolerance and that they function as a negative regulator of increased tolerance to environmental stresses, with the exception of the hypersensitive phenotype of the *hda6* mutant in response to salt stress (Chen et al., 2010). In contrast to the inhibition of class I RPD3-like HDACs, the multiple inhibition of class II RPD3-like HDACs (*quadruple hda5/14/15/18* mutant: *quad*) decreases salinity stress tolerance (Ueda et al., 2017). Thus, these previous studies imply that HDACs participate in an antagonistic manner in response to salinity stress.

Although the different classes of HDACs regulate salinity stress responses in a contrasting manner, the epistasis of *hda19-6* in *quad* has been observed. When a mutation of HDA19 is introduced in *quad*, the mutation converts the salt-sensitive phenotype to a salt-tolerant phenotype (Ueda et al., 2017). The details of which quintuple *hda5/14/15/18/19* mutant (*quint*) acquired the tolerance to salinity stress, however, remain unknown. In the present study, a genome-wide transcriptional profiling of *quint* was conducted to reveal the molecular mechanism underlying the epistasis of HDA19 against HDA5/14/15/18. The transcriptional profiling identified 4,823 salt-responsive genes in samples of whole seedlings that exhibited significant changes in expression in Col-0, *hda19-3*, *quad*, and *quint* plants. Further analysis indicated that 56.7% of the salt-responsive genes exhibited a similar expression pattern in both *hda19-3* and *quint* plants. Notably, genes for abscisic acid (ABA) biosynthesis were significantly upregulated in *quint* and *hda19-3* plants growing under non-stress and/or salinity stress conditions. In accordance with the transcriptional profiling, their ABA levels increased under salinity stress conditions. This was in addition to the upregulation of genes for transcriptional regulators, such as ABI5, reported in a previous study, suggesting that earlier expression of ABA signaling pathway genes contributes to increasing salinity tolerance in *hda19* and *quint* plants. The results of the transcriptional profiling also indicate that an alteration of phytohormone homeostasis, in particular ABA, brassinosteroid (BR), and gibberellin (GA), occurs in *hda19* and *quint* plants.

The effects of salinity stress on plant growth could be divided into two types. Initially, osmotic stress has an impact on plant water uptake after onset of the salt stress, and, subsequently, specific ion toxicities cause to reduce cellular metabolism (Munns et al., 2006). Here, we mainly evaluate the effect of osmotic stress on plant growth because 5-day-old plants are subjected to higher salinity stress conditions (125 mM NaCl). The results indicate that 7.8% of the salt-responsive genes exhibit a similar expression pattern in *quint* and *quad* plants. Among them, the expression of *NAC016*, which is involved in leaf senescence (Kim et al., 2013), is strongly induced in *quad* plants and is considered to play a major role in producing the salt stress-sensitive phenotype. The upregulation of *NAC016*, however, was detected in *quint* mutant plants that exhibit similar tolerance to salinity stress to *hda19* plants, suggesting the presence of an HDA5/14/15/18 regulatory network independent from HDA19. The transcriptional profile conducted in the present study identified a set of genes that were regulated counteractively in *quad* and *quint* plants, which resulted in the enrichment of genes encoding enzymes involved in stress sensitivity (e.g., *IPT7* and *ISOPENTENYL TRANSFERASE 7*). The mode of action of HDA19 and HDA5/14/15/18 in salinity stress response and where crosstalk occurs between them during salinity stress response are discussed.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* (L.) Heynh. (Columbia: Col-0), *hda19-3*, *hda5*/*14*/*15*/*18* (*quad*) mutant, and *hda5*/*14*/*15*/*18*/*19* (*quint*) mutant plants were used in this study. *quint* has the *hda19-6* allele. Details pertaining to the wild-type and mutant plants have been previously reported (Ueda et al., 2017). The T-DNA insertional mutants for the generation of the listed mutants were obtained from ABRC (Samson et al., 2002; Alonso et al., 2003). After surface sterilization with sodium hypochlorite, followed by two rinses with distilled water, seeds were floated on 1 ml liquid media (half-strength MS medium with 0.5% MES and 0.1% agar, pH 5.7) for 48 h at 4°C in 24-well tissue culture plates (TPP; Trasadingen, Switzerland). After germination, the seedlings in the 24-well tissue culture plates were placed on a cultivation rack at 22°C under a long-day photoperiod (16h:8h light/dark cycle) at 70–90 μE m^− 2^ s^− 1^. When plants were 5 days old (counted after seeds had germinated), the treated plants in each well were administered 25 μl 5 M NaCl (125 mM NaCl per well), while the controls received no salt treatment. Extraction of ABA, proline, and RNA from salt-treated and non-treated (control) plants was conducted for the following analysis at 2 h after the salt treatment was administered. In the evaluation of salinity tolerance in the *hda19-3*, *quad*, and *quint* mutants, 100 mM NaCl treatments were applied to 5-day-old plants (counted after seeds had germinated) in liquid culture and the percentage survival determined 4 days later (three biological replicates consisted of 10 plants; means ± SD). Plants with green true leaves were counted as a survival. Significant differences between the survival values of the experimental plants, relative to untreated or NaCl-treated wild-type plants, were determined using Student’s *t* test (*P < 0.05 and **P < 0.01).

### Microarray Analysis

Total RNAs were extracted from 5-day-old plants using an RNeasy Plant Mini Kit (Qiagen, Valencia, CA). All RNAs were further purified by incubation with RNase-free DNase I (Qiagen), according to the manufacturer’s instructions. RNAs were reverse transcribed into cDNAs using 400 ng of total RNA. cDNA was labeled with a single color (Cy3) using a Quick Amp labeling kit (Agilent Technologies, Palo Alto, CA, USA) and hybridized to an *Arabidopsis* custom microarray (GEO array platform: GPL19830, Agilent Technologies) (Nguyen et al., 2015). Arrays were scanned with a microarray scanner (G2505B, Agilent Technologies). The resulting microarray data were deposited in and are available on the GEO website (GEO ID: GSE121225). The R program ver. 3.2.3 was used for the analysis of the microarray data. The fluorescence intensities of the microarray probes were normalized by quantile normalization using the limma package (Smyth, 2004). Genes with a significant change in expression were selected using the following criteria: an expression log_2 ratio >0.5 and a controlled *p* value (false discovery rate, FDR; Benjamini and Hochberg, 1995) from a *t* test analysis <0.05. For construction of the heat map, a *Z* score was computed for each of the selected genes using gplots. For constructing the hierarchical cluster, pairwise distances between the expression data of significant expression changed genes were calculated using the “Euclidean” method and hierarchical clustering on this distance matrix was constructed using the “Ward” method. The resultant was divided into 10 groups by using the “cutree” function in R.

### RT-qPCR Analysis

First-strand cDNA was synthesized from 250 ng total RNA with random primers. ReverTra Ace (TOYOBO) was used for the reverse transcription reaction according to the manufacturer’s instructions. Transcript levels were assayed using THUNDERBIRD SYBR qPCR Mix (TOYOBO) and a StepOnePlus Real-Time PCR System (Applied Biosystems) according to the manufacturer’s protocols. Gene-specific primers were designed using the PrimerQuest tool (http://sg.idtdna.com/primerquest/Home/Index). Melting curve analyses were conducted to validate the specificity of the PCR amplification. At least three biological replicates were used in each reverse transcription–quantitative PCR (RT-qPCR) assay. *MON1* was used as a reference gene to normalize data because this gene has been demonstrated to be one of the best reference genes for *Arabidopsis* (Remans et al., 2008). 

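*MON1* (AT2G28390) differed from Col-0 without salt by −0.01 in *hda19-3*, −0.02 in *quad*, and 0.01 in *quint*, with a standard error of 0.0488. Under salinity stress it differed by 0.19 in *hda19-3* (adjusted p = 0.00368, limma), 0.03 in *quad*, and 0.19 in *quint* (adjusted p = 0.00319, limma). With salt it changed by 0.00 in Col-0, 0.20 in *hda19-3*, 0.06 in *quad*, and 0.18 in *quint*. All group means lay between 10.93 and 11.15, and no difference of a mutant from Col-0 reached the log2 threshold of 0.5 under any alternative tried.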

The microarray data also support the use of this reference gene under the experimental conditions used in this study. The RT-qPCR scores and relevant primers are listed in **Supplementary Tables S1** and **S2**, respectively.

### ABA Measurement

Endogenous ABA was extracted with 80% (*v*/*v*) acetonitrile containing 1% (*v*/*v*) acetic acid from whole wild-type and mutant seedlings after freeze drying. Hormone contents were determined using a UPLC-MS/MS system consisting of a quadrupole/time-of-flight tandem mass spectrometer (Triple TOF 5600, SCIEX, Concord, Canada) and a Nexera UPLC system (Shimadzu Corp., Kyoto, Japan) as described previously (Kanno et al., 2016).

### Proline Measurement

Quantification of proline content was conducted as described in Kusano et al. (2007). Briefly, each frozen sample was extracted with a concentration of 25 mg fresh weight (FW) of whole seedling per milliliter of extraction medium (methanol/chloroform/water, 3:1:1 *v*/*v*/*v*) containing 10 stable isotope reference compounds. An equivalent of the 27.8 µg FW of the derivatized sample was injected to Leco Pegasus HT gas chromatography–time-of-flight mass spectrometry (LECO, St. Joseph, MI, USA). Data processing was performed using ChromaTOF version 4.72.0.0 (LECO, St. Joseph, MI, USA). A calibration curve was generated by analyzing the derivatized proline at concentrations of 0.1, 0.5, 1.0, 3.0, 5.0, and 10 ng/µl of injection buffer, respectively. We applied specific ions at *m/z* 142 and 216 to quantify proline content. For normalization, 15 ng/µl of [^13^C_5_]-proline (Cambridge Isotope Laboratories, Andover, MA, USA) was used. We chose *m/z* 146 and 220 for it.

### Statistical and GO Enrichment Analysis

Changes in gene expression and ABA and proline accumulations were statistically analyzed with one-way ANOVA from data obtained from three or four biological replicates. P < 0.05 was considered as significant. Gene ontology (GO) analyses of upregulated genes in *hda19* (Group 1 in **Figure 1C**) and *quad* (Group 2 in **Figure 1C**) based on results obtained from the above microarray analysis were carried out using PANTHER (Mi et al., 2013).

**Figure 1:**
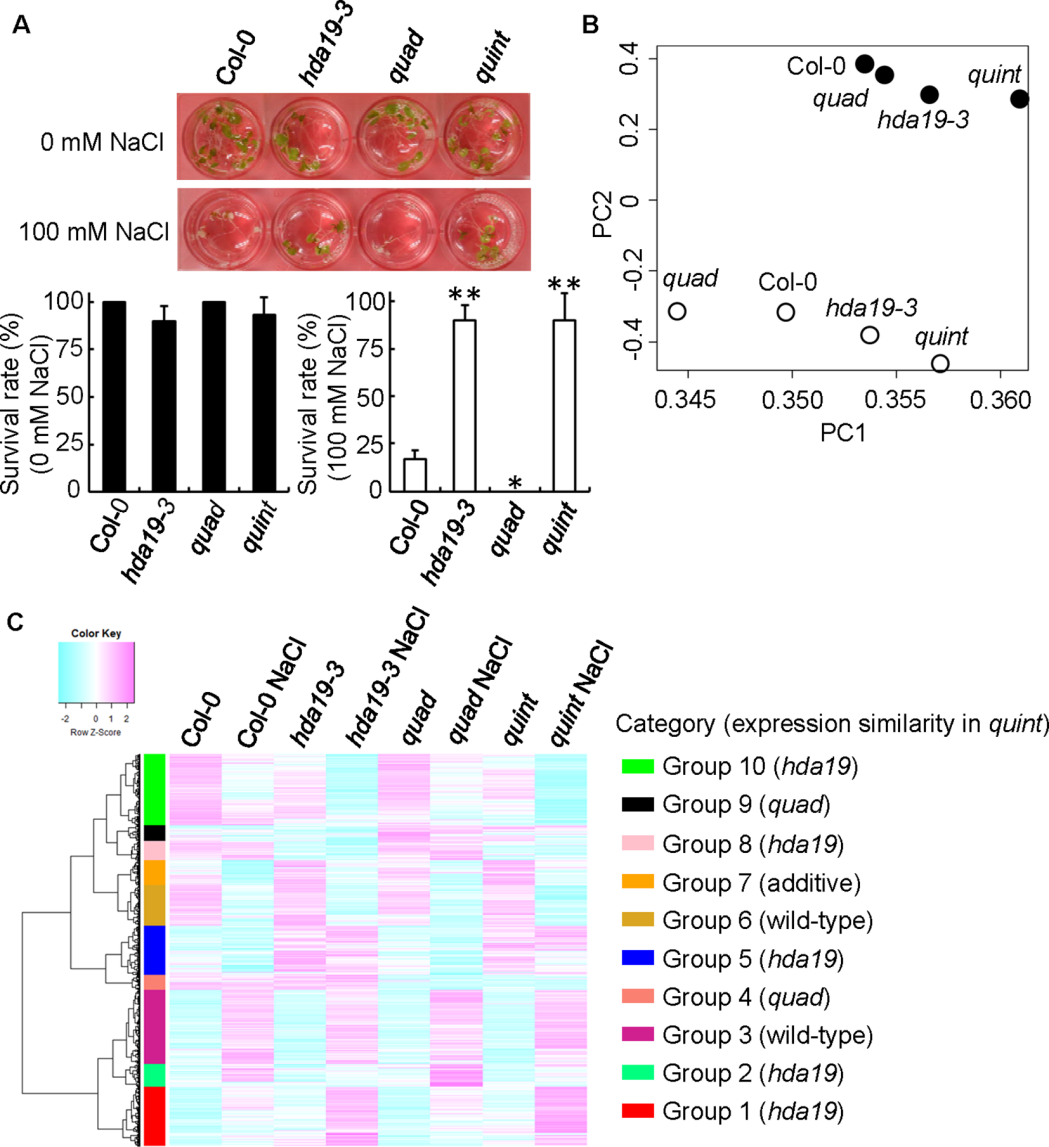
Microarray analysis of genome-wide transcription in Col-0, *hda19-3*, *quad*, and *quint* plants under non-stressed and salinity-stressed growth conditions. **(A)** The survival rate (in percent) of each plant was evaluated 4 days after treatment with 100 mM NaCl or without NaCl (means ± SD; *n* = 3, where each biological replicate was a collection of 10 plants). *P* values were calculated using Student’s *t* test (*P < 0.05 and **P < 0.01). **(B)** Principal component analysis (PCA) based on whole-genome transcriptome analysis. *Filled* and *open circles* reflect the expression profiles under normal and salinity growth conditions, respectively. **(C)** Hierarchical cluster analysis of salt-responsive genes. The genome-wide mRNA profiles determined by microarray analysis were obtained from 5-day-old plants treated with or without 125 mM NaCl for 2 h. Transcript data were generated from three biological replicates. The heat map represents the *Z* score, with *bars* showing values from −2 to 2. *Red* represents upregulated genes, while *blue* represents downregulated genes. Genes with a significant change in expression were selected using the following criteria: an expression log_2 ratio >0.5 and a controlled *p* value (FDR; Benjamini and Hochberg, 1995) from a *t* test analysis <0.05.

### Accession Numbers

Sequence data from this article can be found in the *Arabidopsis* Genome Initiative or GenBank/EMBL databases under the following accession numbers: *ABA2*; AT1G52340, *ABI5*; AT2G36270, *GA 2ox7*; AT1G50960, *GA 20ox1*; AT4G25420, *IPT7*; AT3G23630, *MON1*; AT2G28390, *NAC016*; AT1G34180, *NCED4*; AT4G19170, *UGT73C5*; AT2G36800.

## Results

### Global Transcriptome Analysis in Response to Salinity Stress

Under salinity stress conditions, the *hda19-3* and *quad* mutant plants showed a higher and a lower survival rate than wild-type (Col-0) plants, respectively. Similar to the *hda19-3* mutant plants, the *quint* plants exhibited a comparable survival rate (**Figure 1A**). To understand responses to salt stress and elucidate the details of the mechanism underlying increased tolerance to salinity stress in *quint*, transcriptional profiling using a genome-wide microarray was conducted for *quint* (*hda19-6*, an allele of *hda19*), *hda19-3*, and *quad* mutant plants, as well as wild-type plants, growing under normal and salinity stress conditions. 

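Total RNA from whole 5-day-old seedlings was labeled with Cy3 and hybridized to a custom *Arabidopsis* Agilent microarray, on which the brightness of each spot reads the abundance of the transcript that its probe matches. The 24 arrays made up 8 groups of 3 biological replicates, namely Col-0, *hda19-3*, *quad*, and *quint* without added NaCl and 2 h after the addition of 125 mM NaCl. The *hda19-3* mutant is deficient in the class I histone deacetylase HDA19, the *quad* mutant carries mutations in the class II genes *HDA5*, *HDA14*, *HDA15*, and *HDA18*, and *quint* joins both defects through another *hda19* allele. The arrays were laid out on 3 slides of 8 arrays. All Col-0 arrays and 2 of the *hda19-3* non-stress arrays were on slide 1. Slide 2 held the other *hda19-3* arrays, the *quad* non-stress arrays, and 1 *quad* salinity stress array. The remaining *quad* arrays and all *quint* arrays were on slide 3, so that Col-0 and *quint* shared no slide. The authors deposited the background-subtracted intensities of the scanner software without normalization between arrays. Each array held 53459 spots besides the controls, with probes for 32781 genes, and the 97 genes with 2 probes were averaged. Spots marked as outliers by the scanner software, 702 over all arrays, were left out, and the number of saturated spots was 0. The log2 intensities were quantile normalized with the limma package, as the methods of the paper state. The 22944 genes whose probe was well above background on all 3 arrays of at least 1 group were tested with limma's moderated linear model over all 24 arrays. Genes were called differentially expressed at an FDR below 0.05 after Benjamini-Hochberg adjustment with an absolute log2 ratio above 0.5, the thresholds of the paper. All differences are on the log2 scale, as mutant minus Col-0 or salinity stress minus non-stress. Where a group had no array well above background for a gene, its level was set to the lowest signal among probes well above background on each array, or to its own signal if higher, and the fold is given as a lower bound. These choices and the alternatives named beside the results were fixed before the data were examined, unless stated otherwise. In a simulation of *quint* against Col-0 under salinity stress with 22866 genes, 79.5% of 200 genes changed by a log2 of 1 were recovered with 2 false calls. The number of arrays per group limits the precision.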

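The mutated genes were read first, since they check the labels. *HDA19* (AT4G38130) had a log2 signal of 12.1 ± 0.056 (SD, n = 3) in non-stressed Col-0 and was not well above background on any *hda19-3* array, at least 335-fold lower than in Col-0 without salt and at least 318-fold lower with salt. In *quint*, whose *hda19* allele differs, *HDA19* fell by 3.43 under non-stress and by 2.89 under salinity stress conditions (standard error 0.17) and stayed well above background. In *quad* it differed from Col-0 by 0.14 and 0.16. *HDA14* (AT4G33470) fell by 6.40 and 6.87 in *quad* without and with salt, and decreased by 4.93 and dropped by 5.27 in *quint*. *HDA15* (AT3G18520) was not well above background on any *quad* or *quint* array, at least 74.1-fold lower than in Col-0 in *quad* and at least 73.4-fold lower in *quint* without salt. *HDA18* (AT5G61070), on chromosome 5, was at least 8.58-fold lower in non-stressed *quad*, and in non-stressed *quint* it was well above background on 2 of 3 arrays and fell by 2.47. *HDA5* (AT5G61060), the neighbor of *HDA18* on chromosome 5, was not lower in either mutant. Its differences from Col-0 in *quad* were 0.20 and 0.09 (adjusted p = 0.256 and 0.63, limma), and those in *quint* were 0.32 and 0.35. One probe reports each of these genes, so the signal shows the transcript at the probe and not whether a functional protein is made.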

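In Col-0, 6683 genes were differentially expressed between the treatments, 3016 higher and 3667 lower under salinity stress. The count was 7474 in *hda19-3* (3164 higher), 6314 in *quad* (3006 higher), and 8476 in *quint* (3531 higher). The median log2 change of all genes tested was −0.106 in Col-0, −0.107 in *hda19-3*, −0.109 in *quad*, and −0.132 in *quint*. The calls share this shift toward lower values, but in Col-0 and *quad* this depended on the processing. With normexp background correction, 2495 genes were higher and 2451 lower in Col-0, and 2503 and 2165 in *quad*. More genes stayed lower in *hda19-3* (2703 higher, 2985 lower) and *quint* (2994 and 3501). The authors' deposited log2 values gave 2750 higher and 2684 lower in *quad*, and 2758 and 3011 in Col-0. In at least one genotype 10943 of the 22944 genes tested responded, or 47.7%. A required absolute log2 ratio above 1 moved this count most, to 5143 genes.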

The analysis identified 4,823 salt-responsive genes in whole seedling samples that exhibited significant expression changes in at least one of the genotypes (one-way ANOVA with Benjamini–Hochberg correction [FDR] < 0.05; **Figures 1B, C**). 

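The arrays were placed by the principal components of the 10917 salt-responsive genes with a value on all 24 arrays. The first component held 59.1% of the variance and parted the treatments. The group means on it lay between 61.1 and 76.0 without salt and between −81.2 and −60.3 with salt. The second, with 15.6%, had both treatments of *hda19-3* and *quint* on the negative side, from −45.9 to −22.8, and those of Col-0 and *quad* on the positive side, from 17.0 to 51.7. The third held 9.63% and parted *quad* and *quint*, at or below −20.0 in each group mean, from Col-0 and *hda19-3*, at or above 19.6. Without chromosome 5 genes, an alternative chosen after seeing the data, the share of the third was 5.75%.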

A principal component analysis (PCA) of gene expression was conducted to understand the global expression patterns of the 4,823 salt-responsive genes in the mutant and wild-type plants under salt stress and non-stressed conditions. 

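As a distance between genotypes, the root mean square of the log2 differences between group means was taken over all salt-responsive genes. Col-0 and *quad* were 0.61 apart under non-stress and 0.65 apart under salinity stress conditions. Both exceed the 0.26 that the spread between replicates alone would give for 2 unchanged groups of 3. Distances computed from 1 array of each group ranged from 0.66 to 0.69 without salt and from 0.72 to 0.77 with salt, and the change with treatment was not tested further. Replicates of the same group were on average 0.47 apart. Normexp background correction moved these distances most without salt, to 0.34, and gave 0.41 with salt. Without chromosome 5 genes, chosen after seeing the data, they were 0.49 and 0.55.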

The results indicated that the *quad* mutant does not cluster with the wild type anymore after salt stress (open circles in **Figure 1B**). Furthermore, the clustering between *hda19-3* and *quint* is very similar between the control (filled circles in **Figure 1B**) and salt (open circles in **Figure 1B**) conditions. These results indicate that the global expression pattern in the *quint* mutant in response to salinity stress was similar to the response of the *hda19-3* mutant.

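The distance between *hda19-3* and *quint* was 0.613 under non-stress and 0.633 under salinity stress conditions, where the SD between single-replicate distances was 0.0156 without salt and 0.0809 with salt, and the difference between treatments was not tested. From Col-0, *quint* was 0.81 away without salt and 0.92 with salt. Between *quad* and *quint* the distance rose from 0.654 to 0.876, and *hda19-3* and *quad* were the farthest apart, 0.85 and 1.06. Without chromosome 5 genes, chosen after seeing the data, *hda19-3* and *quint* were 0.494 and 0.526 apart.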

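Across the salt-responsive genes, the differences of *quint* from Col-0 were correlated with those of *hda19-3* with r = 0.674 under non-stress and 0.745 under salinity stress conditions. Both mutants are compared with the same Col-0 arrays, and 20 simulations of unchanged groups gave a mean r of 0.505 and 0.506. With *quad*, r was 0.606 and 0.425, where the simulations gave 0.499 and 0.510. The simulated groups differ from Col-0 by noise alone. Under salinity stress their distances from Col-0 were 0.266 for *quad* and 0.264 for *quint*, against the real 0.649 and 0.923. Shared noise therefore weighs less in the real differences. An r below the simulated one does not show that *quad* and *quint* share nothing. These values are across genes, which are not independent replicates. Slide as a block moved the value of *hda19-3* without salt most, to 0.463, and gave 0.646 with salt, where simulations of unchanged groups with that block, added after seeing the data, gave 0.471 and 0.651. For *quad* it gave 0.560 and 0.600, below the 0.648 and 0.881 of such simulations. With that block these values do not exceed those of unchanged groups, so they do not show shared effects. For the same reason as above, they do not show their absence either. In a comparison added after seeing the data that shares no array, the difference of *quint* from *quad* was correlated with that of *hda19-3* from Col-0 with r = 0.730 and 0.778, where the simulations stayed between −0.029 and 0.056. With slide as a block it was 0.567 and 0.656, where they stayed between −0.0459 and 0.0428. Of the 559 genes whose response to salt differed between *hda19-3* and Col-0, 294 also differed in *quint*, and both responses are compared with the same Col-0 arrays, which raises such an overlap. From the positions of the genotypes in the principal component analysis, the paper concludes that *quint* responded to salinity stress much as *hda19-3* did.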

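Against Col-0, 3345 genes were differentially expressed in *hda19-3* under non-stress conditions (1869 higher) and 5505 under salinity stress conditions (2758 higher). In *quad* the counts were 1447 (640 higher) and 2113 (1088 higher), and in *quint* 4240 (2100 higher) and 6852 (3214 higher). Slide as a block moved the count of *quint* without salt most, to 754 genes, and since Col-0 and *quint* share no slide this fit compares them only through the groups that span slides. On chromosome 5, 11.7% of the genes tested were differentially expressed in non-stressed *quad*, against 4.68% on the other chromosomes, and in *hda19-3* the shares were 14.0% and 14.7%.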

The heat map illustrates that there are significant differences in the transcriptional accumulation of the 4,823 salt-responsive genes under non-stress and salinity stress conditions in wild-type plants and each mutant genotype. 

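The salt-responsive genes divide by how many genotypes they responded in. In all 4 genotypes 3959 genes responded, 3954 of them in the same direction in each, and 2644 genes passed the thresholds in 1 genotype only. Passing in one genotype and not in another does not show a difference between them.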

A hierarchical cluster analysis revealed that differentially expressed genes in each condition can be divided into ten groups (Group 1: 729, Group 2: 281, Group 3: 903, Group 4: 183, Group 5: 607, Group 6: 498, Group 7: 304, Group 8: 239, Group 9: 193, and Group 10: 881 genes; **Figure 1C** and **Supplementary Tables S3–S12**). 

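A moderated F test in limma over the 6 differences of the mutants from Col-0 detected no effect of genotype at 2304 of the 10943 salt-responsive genes, or 21.1%. Slide as a block moved this share most, to 35.0%. The paper's list of Group 3 (Table S5) holds 908 genes, of which 902 were tested and 899 responded to salt in at least one genotype. Their median response was similar in Col-0 (1.68), *hda19-3* (1.58), *quad* (1.65), and *quint* (1.78). At 374 of them the F test found no effect, and 455 passed the thresholds in at least 1 of the 6 mutant differences. With slide as a block, 112 did. Under salinity stress, 168 differed in *hda19-3* (40 higher), 90 in *quad* (40 higher), and 213 in *quint* (111 higher), with medians of −0.15, 0.00, and 0.07 over the whole list. The list of Group 6 was not analyzed here.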

The lack of HDAC (*HDA19* or *HDA5/14/15/18*) expression had no significant effect on the expression of the collective 1,401 genes in Groups 3 and 6. The remainder of the 4,823 salt-responsive genes was affected under non-stress and/or salt stress conditions by the genetic defects. 

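At the other 8639 salt-responsive genes the F test detected an effect of genotype, and 6739 of the salt-responsive genes passed both thresholds in at least 1 of the 6 differences from Col-0.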

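The defect in *HDA19* and the class II defect can each be read from a pair of comparisons on separate arrays. The *HDA19* defect is the difference of *hda19-3* from Col-0 and of *quint* from *quad*, with the limit that the alleles differ. Between *quint* and *quad*, 3000 genes were differentially expressed without salt (1603 higher in *quint*) and 5947 with salt (2711 higher). Of these, 1786 and 3485 were also differentially expressed in *hda19-3* against Col-0, 1767 and 3462 of them in the same direction. The class II defect is the difference of *quad* from Col-0 and of *quint* from *hda19-3*. Between *quint* and *hda19-3*, 1642 genes differed without salt (688 higher in *quint*) and 1958 with salt (832 higher), and 777 and 863 of them were also called in *quad*, 769 and 828 in the same direction. Without chromosome 5 genes, chosen after seeing the data, 953 and 1206 genes differed between *quint* and *hda19-3*. Slide as a block gave 476 and 743 between *quint* and *hda19-3*, and 928 and 5642 between *quint* and *quad*.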

As indicated by the PCA, *hda19* is clearly pleiotropic over the *quad*. 

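For each of the 8639 salt-responsive genes with an effect of genotype, the pair of group means of *quint* was compared with the pairs of *hda19-3*, *quad*, and Col-0. *quint* was nearest to *hda19-3* at 65.5% of the genes (SD 8.78 among values from 1 array per group), where 20 simulations of unchanged groups gave a mean of 33.4%. Slide as a block moved this share most, to 59.0%, where such simulations with that block, added after seeing the data, gave 22.7%. Of the genes differentially expressed against Col-0, *hda19-3* and *quint* had 2174 in common without salt, 2128 of them in the same direction, and 3991 in common with salt, 3910 in the same direction. Both are compared with the same Col-0 arrays, which raises such overlaps.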

A total of 56.7% of the salt-responsive genes (Groups 1, 2, 5, 8, and 10) exhibited a similar expression pattern in both *hda19-3* and *quint* plants. In contrast, only 7.8% of the salt-responsive genes (Groups 4 and 9) exhibited a similar expression pattern in *quad* and *quint* plants. 

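*quint* was nearest to *quad* at 20.0% of the genes with an effect of genotype (SD 3.36) and nearest to Col-0 at 14.5% (SD 5.53), where unchanged groups gave 33.3% in both. *quad* and *quint* had 972 differentially expressed genes in common without salt, 919 in the same direction, and 1346 with salt, 1185 in the same direction. In *quad* and *quint* but not in *hda19-3*, 317 genes differed from Col-0 in the same direction under both treatments, and 215 of these lay on chromosome 5. Table S6, headed as the list of Group 4, holds 238 genes where the text of the paper gives 183, so it is uncertain which group it lists. Of these 238 genes, 237 were tested. Under salinity stress 225 were lower in *hda19-3* (median −1.61) and 195 in *quint* (median −1.16), and none was higher in either. In *quad* 25 differed, 20 of them higher, with a median of 0.11 over the whole list. In *quint*, 52 were called with slide as a block. At 82.7% of these genes *quint* was nearest to *hda19-3* and at 6.33% to *quad*. The list of Group 9 was not analyzed here.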

Notably, Group 7 enriched genes were expressed additively in *quint* plants relative to *hda19-3* and *quad* plants, suggesting that *HDA19* and *HDA5/14/15/18* redundantly act on mRNA expression. 

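Additive expression was tested as the departure of *quint* from the sum of the *hda19-3* and *quad* differences. Without salt, 447 genes were differentially expressed in both *hda19-3* and *quad*, 271 of them in the same direction, and 27 of these 271 departed from the sum. With salt, the numbers were 962, 577, and 186. At the genes called in the same direction, the median ratio of the *quint* difference to the sum was 0.66 without salt and 0.595 with salt. As a set they therefore lay below the sum, although few departures were called. These genes were chosen on the differences that make up the sum, so the ratio is no independent test of additivity. Over all genes tested, 147 departed without salt (74 higher than the sum) and 678 with salt (231 higher). Adding slide as a block moved these most, to 48 and 21. The largest departures were those of AT3G01345, 8.93 and 8.08, and of *MAP1D* (AT4G37040), both low in *hda19-3* alone. As *quint* carries another *hda19* allele, the test cannot tell such a departure from a difference between the *hda19* lines. *MAP1D* was not well above background on any *hda19-3* array, and was at least 63.8-fold lower there than in Col-0 without salt and at least 67.8-fold lower with salt. The list of Group 7 was not analyzed here.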

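Whether the response to salt depends on genotype was tested as an interaction. It differed from that of Col-0 at 559 genes in *hda19-3* (247 with a higher change), at 13 in *quad* (9 higher), and at 745 in *quint* (375 higher). At an unadjusted p below 0.05 the counts were 4278, 1373, and 4859. In *quad* the 75th-percentile scaling gave 12 genes, 7 higher and 5 lower. Single arrays weigh on these counts, which ran from 308 to 700 in *hda19-3*, from 4 to 53 in *quad*, and from 429 to 898 in *quint* with each array left out in turn, and slide as a block moved that of *hda19-3* most, to 77. Of the 559 genes, 546 had the same sign in the difference of the *quint* and *quad* responses, which shares no array with *hda19-3* and Col-0. The largest interactions in *hda19-3* were those of AT2G20170 and *GH3.3* (AT2G23170), both not well above background without salt. With salt, AT2G20170 was again not well above background in *hda19-3* and at least 11.3-fold lower than in Col-0, and *GH3.3* differed from Col-0 by −3.41. The interaction of *GH3.3* was not called with slide as a block. In *quad* they were those of AT1G33840, which lies near *NAC016* on chromosome 1, and *SWEET8* (AT5G40260) on chromosome 5. AT1G33840 was not well above background in *quad*, at least 20.5-fold lower than in Col-0 without salt, and fell by 3.69 with salt in Col-0. *SWEET8* was not well above background in non-stressed *quad*, where it rose at least 38.6-fold with salt, against a log2 of 4.30 in Col-0, and its interaction was not called under normexp or with the authors' deposited values, nor without any of 8 single arrays. In *quint* they were those of *COR15B* (AT2G42530, 3.78) and AT5G22545, which was not well above background in non-stressed Col-0, where it rose at least 17.7-fold with salt, against a log2 of 2.60 in *quint*.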

Importantly, however, HDA19 and HDA5/14/15/18 mainly regulate a set of genes in response to salinity stress in an independent manner.

### Upregulation of ABA Signaling Pathway-Related and ABA Metabolism-Related Genes That Are Independently Regulated by HDA19 in *hda19-3* and *quint* Mutants

In general, histone deacetylases catalyze the deacetylation of histone tails, leading to DNA compaction tightening, inducing a transcriptional inactivation; hence, one would expect that mutation of HDACs has the opposite effect: transcriptional activation. GO enrichment analysis revealed that the majority of the genes in Group 1 (**Figure 1C**) containing upregulated genes under salinity stress conditions in *hda19* and *quint* compared with wild-type plants belongs to GO:0009611 (response to wounding), GO:0009414 (response to water deprivation), GO:0009651 (response to salt stress), and GO:0009737 (response to abscisic acid; **Supplementary Table S13**). 

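Of the 729 genes in the list of Group 1 (Table S3), 695 were tested and 618 responded to salt in at least one genotype. Under salinity stress 420 were higher than Col-0 in *hda19-3* and 514 in *quint*, with medians of 0.77 and 0.92, and none was lower. In *quad*, 61 differed, 26 of them higher, with a median of −0.01. Adjusted over the list alone, 524 genes differed in *quint* and 57 in *quad*, which is not independent evidence because the paper chose the list on these samples. Between *quint* and *quad*, 498 were higher in *quint* under salinity stress. Without salt, 284 were already higher in *hda19-3* and 271 in *quint*. At 84.7% of the list *quint* was nearest to *hda19-3*. In *quint*, 84 were called with slide as a block. *NAC019* (AT1G52890), a transcription factor gene of ABA signaling, was 2.96 higher in *hda19-3* and 3.40 higher in *quint* under salinity stress (standard error 0.643, adjusted p = 0.00109 and 0.000234, limma). With slide as a block its difference in *quint* was 1.44 and was not called. The GO enrichment was not repeated here.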

Consistent with our previous study, transcription factors such as ABI5, which are considered to be a major positive regulator in the ABA signaling pathway, were strongly upregulated in both *hda19-3* and *quint* plants subjected to salinity stress conditions (Group 1 in **Figure 1C** and **Figure 2A**; **Supplementary Table S1**). In addition to the transcriptional factors involved in ABA signaling, the transcriptional profiling analysis revealed that the ABA biosynthesis genes *ABA2* and *NCED4* were also upregulated in *quint* and/or *hda19-3* plants under non-stress and/or stress conditions (**Figures 2A, B** and **Supplementary Table S14**). 

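*ABI5* (AT2G36270) had a log2 signal of 8.80 ± 0.25 (SD, n = 3) in Col-0 under salinity stress, 11.0 ± 0.34 (SD, n = 3) in *hda19-3*, and 10.77 ± 0.38 (SD, n = 3) in *quint*. The differences from Col-0 were 2.20 (adjusted p = 7.36e-07, limma) and 1.98 (adjusted p = 8.8e-07, limma), with a standard error of 0.22. Under non-stress conditions the gene was already higher by 1.76 in *hda19-3* (adjusted p = 1.6e-05, limma) and by 1.14 in *quint* (adjusted p = 0.000512, limma). The interaction of *quint* with salt, 0.84, was not significant (adjusted p = 0.127, limma). With slide as a block the differences of *quint* were 0.17 and 1.01 and were not called. That fit compares *quint* with Col-0 only through the groups that span slides, so a lost call does not by itself show an effect of slide.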

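*ABA2* (AT1G52340) was higher than in Col-0 by 0.42 in *hda19-3* and by 0.43 in *quint* without salt (adjusted p = 2.53e-06 and 6.25e-07, limma), and by 0.38 and 0.37 with salt, with a standard error of 0.0438. The SDs of the groups of 3 arrays were at most 0.081, so these differences exceed the spread between replicates, but all were below the log2 threshold of 0.5. With slide as a block, those of *quint*, 0.65 and 0.59, and that of *hda19-3* with salt, 0.51, passed it. *NCED4* (AT4G19170) was higher by 1.05 in *hda19-3* and by 1.70 in *quint* without salt (adjusted p = 0.0055 and 6.23e-05, limma), and by 0.95 and 1.67 with salt (adjusted p = 0.00603 and 3.52e-05, limma), with a standard error of 0.261. With slide as a block, *NCED4* was no longer called in salt-stressed *hda19-3* (0.92) or in *quint* (2.09 and 2.07).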

Their upregulation was also confirmed by RT-qPCR (**Figure 2A** and **Supplementary Table S1**). In contrast, the upregulation of *ABA2* and *NCED4* was not observed in the transcriptional profiling analysis of *quad* plants (**Figure 2A** and **Supplementary Table S1**). 

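In *quad*, *ABA2* differed from Col-0 by 0.08 without salt and by 0.10 with salt (adjusted p = 0.128, limma). *NCED4* differed by 0.44 without salt (adjusted p = 0.301, limma) and by 0.76 with salt (adjusted p = 0.0463, limma). The group means of *NCED4* under salinity stress were 7.77 ± 0.24 (SD, n = 3) in *quad* and 7.01 ± 0.45 (SD, n = 3) in Col-0. This last difference passed both thresholds narrowly and was lost under most alternatives, among them 75th-percentile scaling (0.73), normexp (0.48), the authors' deposited values (0.60), and slide as a block (1.01). With each array left out it was lowest without replicate 2 of salt-stressed Col-0, at 0.50.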

Consistent with the transcriptome analysis, relative to wild-type plants, the ABA levels increased in *hda19-3* and *quint* plants. 

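Among the ABA-related genes named for *hda19-3* and *quint*, *ABI5* was lower in *quad* than in Col-0 by amounts that were not significant, −0.33 without salt (adjusted p = 0.366, limma) and −0.54 with salt (adjusted p = 0.0897, limma). Its mean under salinity stress was 8.25 ± 0.28 (SD, n = 3). Without replicate 3 of salt-stressed *quad* the difference was −0.70 and passed both thresholds. *ABI5* was 2.52 higher in *quint* than in *quad* under salinity stress.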

Decreased accumulation of ABA in *quad* under salinity stress conditions was detected, although our transcriptome analysis could not find any signs of the decline to the best of our knowledge (**Figure 2C** and **Supplementary Table S1**). Thus, it appears that HDA19 exerts its anti-stress effect through its regulation of ABA signaling, which operates in a class II HDAC-independent manner.

**Figure 2:**
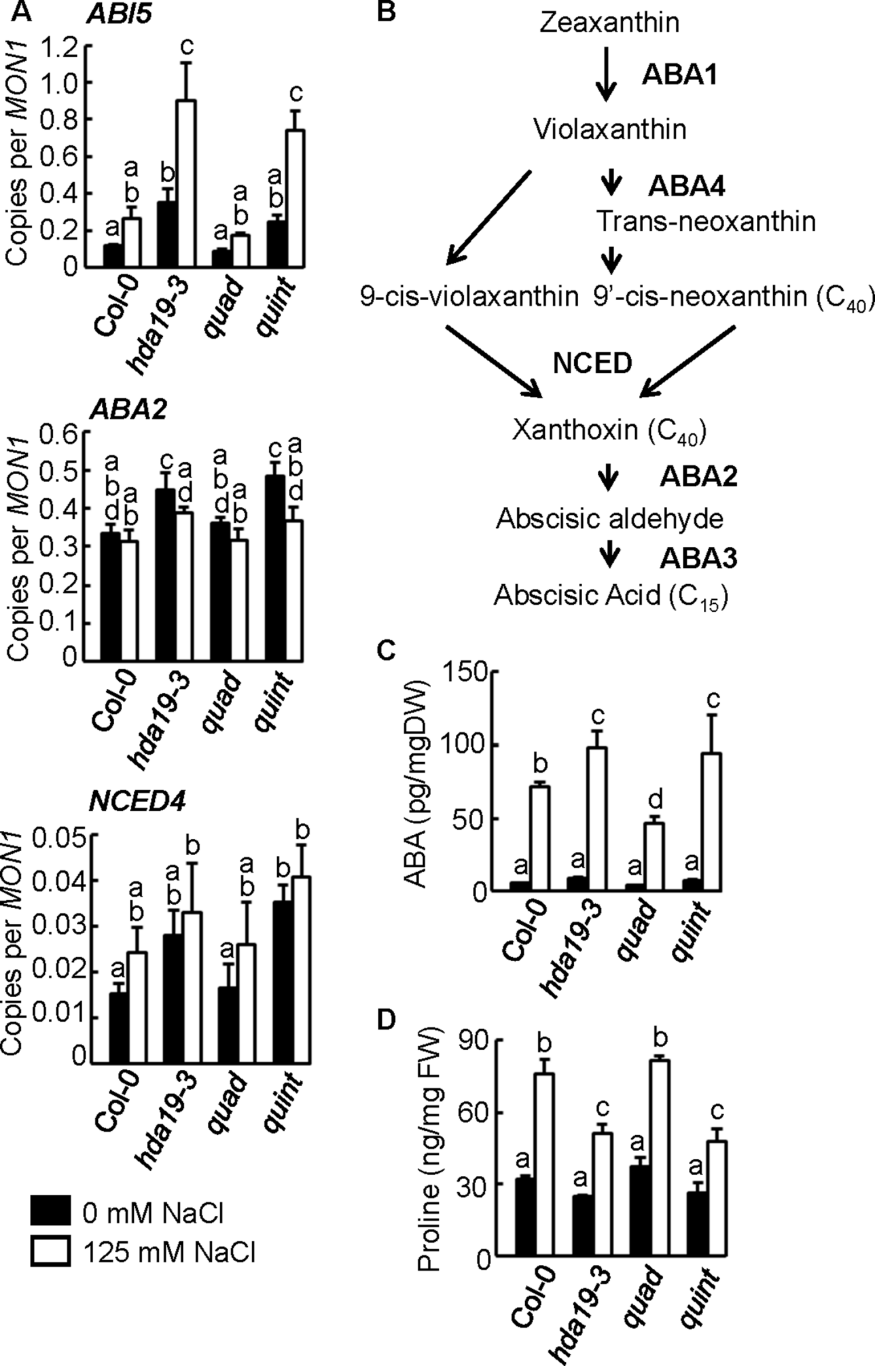
Upregulation of *ABI5* and ABA biosynthesis genes, such as *ABA2* and *NCED4*, and increased ABA and decreased proline accumulation in *hda19-3* and *quint* mutants. **(A)** Expression profiles of *ABI5*, *ABA2*, and *NCED4* genes using reverse transcription–quantitative PCR (RT-qPCR) analysis. Tissue samples of 5-day-old seedlings of wild-type (Col-0), *hda19-3*, *quad*, and *quint* plants growing under non-stressed (*black columns*) or salinity stress (125 mM NaCl, *white columns*) conditions for 2 h were collected and analyzed by RT-qPCR. Multiple comparisons of RT-qPCR scores were performed with one-way ANOVA. *P* < 0.05 was considered as significant. *MON1* (AT2G28390) was used as the reference gene. Three independent biological replicates of each line were analyzed for each condition. **(B)** Simplified schematic representation of the ABA biosynthesis pathway. **(C**, **D)** Measurement of ABA **(C)** and proline **(D)** accumulation in 5-day-old seedlings of wild-type (Col-0), *hda19-3*, *quad*, and *quint* plants growing under non-stressed (*black columns*) and salinity stress conditions (*white columns*). Multiple comparisons of ABA and proline contents from four and three replications, respectively, were performed with one-way ANOVA. *P* < 0.05 was considered as significant.

ABI5 functions at the core of ABA signaling, and the induction of ABI5 expression causes growth arrest and the induction of some of the LATE EMBRYOGENESIS ABUNDANT (LEA) proteins, such as RAB18, COR6.6, COR15A, EM1, and EM6, that prevent protein aggregation resulting from water loss at all stages of plant growth (Skubacz et al., 2016). 

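*COR6.6* (AT5G15970) was higher than in Col-0 by 0.65 in non-stressed *hda19-3* (adjusted p = 0.0194, limma) and by 1.24 in salt-stressed *hda19-3* (adjusted p = 8.58e-05, limma), with a standard error of 0.202. The difference without salt was not called without replicate 2 of non-stressed Col-0 (0.58), or without replicate 2 (0.57) or 3 (0.63) of non-stressed *hda19-3*. In *quint* it was 0.14 without salt and 1.33 with salt (adjusted p = 2.49e-05, limma), and with slide as a block these were −0.52 and 0.68 and were not called. In *quad* it was −0.46 with salt (adjusted p = 0.113, limma), and passed both thresholds without replicate 1 of salt-stressed Col-0 (−0.69) or replicate 3 of salt-stressed *quad* (−0.67).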

Only the induction of *COR6.6* was almost significant (*p* < 0.058) under normal growth conditions and was clearly significant under salinity stress conditions (*p* < 0.016). Nonetheless, *EM6* was one of the direct targets (Finkelstein and Lynch, 2000), while the expression of the remaining four *LEA* genes did not increase significantly (**Supplementary Table S15**). These data suggest that an atypical activation of ABA signaling, coordinated by an absence of *HDA19* expression, may occur in *hda19* and *quint* plants.

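*COR15A* (AT2G42540) was higher under salinity stress by 2.02 in *hda19-3* and by 2.04 in *quint* (adjusted p = 0.00155 and 0.00112, limma), with a standard error of 0.46. The group means were 10.32 ± 1.17 (SD, n = 3) in Col-0, 12.34 ± 0.47 (SD, n = 3) in *hda19-3*, and 12.35 ± 0.61 (SD, n = 3) in *quint*. Once slide was a block the differences, 1.77 and 0.81, were not called. In *quad* the difference was −0.51 (adjusted p = 0.478, limma), and it passed both thresholds, at −1.15, without replicate 1 of salt-stressed Col-0. The other genes varied more among replicates and were not significant. *RAB18* (AT5G66400), on chromosome 5, differed by 2.09 in *hda19-3* (adjusted p = 0.106, limma) and by −0.47 in *quint* (adjusted p = 0.725, limma), with a standard error of 1.05. That of *hda19-3* passed the thresholds under normexp (1.58), with the authors' deposited values (1.80), and without replicate 1 of non-stressed *hda19-3*, but changed sign with slide as a block (−0.43, not called). Without salt, *RAB18* was well above background on 2 of 3 *hda19-3* arrays and on no Col-0 array, at least 4.62-fold higher. *EM1* (AT3G51810) differed by 0.69 and −1.69 (adjusted p = 0.609 and 0.182, limma). With a block for slide the difference of *EM1* in *hda19-3* changed sign, to −4.54, and that in *quint* was −6.43, and both were called. Between slides 1 and 2 that block is estimated only through non-stressed *hda19-3*, whose replicate 3 alone was on slide 2. These large values therefore rest on 1 array and show no loss of *EM1*. Without that array and without the block, the difference in *quint* was −1.69 and was called. *EM6* (AT2G40170) differed by 0.80 and 0.15 (adjusted p = 0.566 and 0.92, limma), and by −2.38 and −3.06 with slide as a block, not called either.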

To characterize the phenotype of mutants, we measured the accumulation of proline, known to act as a compatible osmolyte to counteract salinity stress (Szabados and Savoure, 2010). Salinity stress induced proline accumulation in all lines, and, under salinity stress conditions, there were significant declines in proline accumulation in *hda19-3* and *quint* plants compared with wild-type and *quad* plants (**Figure 2D**).

### Altered Expression of Genes Encoding Enzymes Related to Phytohormone Biosynthesis or Catabolism

Phytohormones play an important role in fine-tuning abiotic stress response in plants (Qin et al., 2011). GA is believed to counteract the effect of ABA. Thus, fine-tuning the ABA/GA ratio is essential to regulate both plant development and plant response to environmental stress (Vanstraelen and Benkova, 2012). Microarray data indicated that the expression of genes involved in GA biosynthesis was altered in *hda19-3* and *quint* plants. *GA2ox7*, a GA catabolic gene that degrades bioactive GA under salinity stress conditions (Magome et al., 2008; Colebrook et al., 2014), was significantly suppressed in *hda19-3* and *quint* plants under salinity stress conditions (**Figures 3A, C** and **Supplementary Table S1**). 

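*GA2ox7* (AT1G50960) rose by 3.11 with salt in Col-0. Under salinity stress its log2 signal was 9.77 ± 0.050 (SD, n = 3) in Col-0, 7.70 ± 0.28 (SD, n = 3) in *hda19-3*, 6.92 ± 1.11 (SD, n = 3) in *quint*, and 9.88 ± 0.30 (SD, n = 3) in *quad*. It fell by 2.08 in *hda19-3* and by 2.85 in *quint* against Col-0 (adjusted p = 0.000216 and 5.13e-06, limma), with a standard error of 0.372, and differed by 0.11 in *quad* (adjusted p = 0.882, limma). Without salt it also differed, by −2.29 in *hda19-3* and by −2.84 in *quint*, where it was well above background on 2 of 3 arrays. The interaction of *hda19-3* with salt, 0.22, was not significant (adjusted p = 0.876, limma). When slide was a block the differences under salinity stress, −1.92 and −2.62, and that of non-stressed *quint*, −2.61, were not called.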

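*GA20ox1* (AT4G25420) had a log2 signal of 7.26 ± 0.10 (SD, n = 3) in non-stressed Col-0, 8.18 ± 0.29 (SD, n = 3) in *hda19-3*, and 8.03 ± 0.40 (SD, n = 3) in *quint*. The differences from Col-0 were 0.92 (adjusted p = 0.0145, limma) and 0.77 (adjusted p = 0.0292, limma), with a standard error of 0.271, and that of *quad* was 0.00. Under salinity stress they were −0.37 and 0.41 and were not significant, but that of *quint* was called without its replicate 3 (0.73) and changed sign with slide as a block (−0.51). Once slide was a block, the difference of *hda19-3* without salt, 0.76, was not called and that of *quint* changed sign, to −0.14. That of *quint* was also not called without replicate 1 (0.73) or 2 (0.77) of non-stressed Col-0 or without its own replicate 2 (0.54), and that of *hda19-3* without its replicate 3 (0.76).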

The expression of *GA20ox1*, which encodes a key oxidase enzyme in the biosynthesis of GA (De Vleesschauwer et al., 2012), was significantly upregulated in *hda19-3* and *quint* plants relative to wild-type plants under non-stress conditions (**Figures 3A, C** and **Supplementary Table S1**).

**Figure 3:**
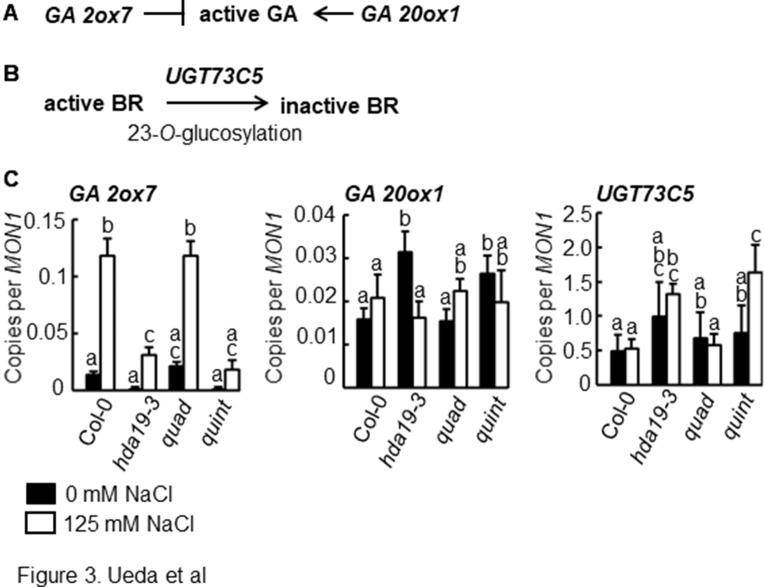
Altered expression patterns of genes for GA- and BR-catabolizing enzymes in *hda19* and *quint* mutants. **(A)** GA2ox7 and GA20ox1 catalyze the degradation and synthesis of bioactive GA, respectively. **(B)** UGT73C5 catalyzes the 23-*O*-glucosylation of BRs, resulting in the biosynthesis of inactive BRs. **(C)** RT-qPCR analysis of *GA2ox7*, *GA20ox1*, and *UGT73C5* gene expressions. Experimental conditions and statistical analysis of RT-qPCR data were the same as shown in **Figure 2A**.

BR/ABA antagonism is known to play a role in balancing growth and stress response in plants (Clouse, 2016). BR homeostasis appeared to be altered in *hda19-3* and *quint* plants. 

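*UGT73C5* (AT2G36800), a glucosyltransferase gene, had a log2 signal under salinity stress of 10.43 ± 0.40 (SD, n = 3) in Col-0, 12.39 ± 0.17 (SD, n = 3) in *hda19-3*, and 12.82 ± 0.23 (SD, n = 3) in *quint*. The differences were 1.96 (adjusted p = 0.00552, limma) and 2.38 (adjusted p = 0.000999, limma), with a standard error of 0.531, and in *quad* the difference was 0.47 (adjusted p = 0.588, limma). Without salt the differences of *hda19-3* and *quint*, 1.00 and 0.72, were not significant. With a block for slide the differences under salinity stress were 0.85, 1.95, and −0.20 and were not called.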

UGT73C5, which catalyzes BL-23-*O*-glucosylation and a subsequent reduction in BR activity (Poppenberger et al., 2005), was significantly upregulated under salinity stress conditions (**Figures 3B, C** and **Supplementary Table S1**). These data indicate that the homeostasis of phytohormones, in particular ABA and ABA-antagonistic phytohormones such as GA and BR, may be altered in *hda19-3* and *quint* plants.

### Presence of an HDA19-Independent Pathway and a Pathway Counteractive to HDA19 Coordinated by Class II HDACs

We have not detected any explainable genes from Group 2 (**Figure 1C**) containing upregulated genes under salinity stress conditions in *quad* compared with wild-type plants by the GO enrichment test (**Supplementary Table S16**). However, *NAC016*, whose expression is involved in senescence (Kim et al., 2013), was strongly induced in *quad* plants (Ueda et al., 2017). 

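Of the 281 genes in the list of Group 2 (Table S4), 250 were tested. Under salinity stress 56 were differentially expressed in *quad*, all higher, with a median of 0.45 over the tested genes. Adjusted over the list alone, 63 genes differed, which is not independent evidence because the paper chose the list on these samples. In *hda19-3*, 142 differed, 3 of them higher, with a median of −0.87, and in *quint* 111 differed, 9 of them higher, with a median of −0.49. In *quad*, 21 were called with slide as a block. *quint* was nearest to *hda19-3* at 54.8% of the tested genes, to Col-0 at 36%, and to *quad* at 9.2%. At 55 of the 281 genes, or 19.6%, the authors' deposited values were high on 1 *quad* salinity stress array only, by more than 2 above the next array. Of these, 44 were high on replicate 1, 11 on replicate 2, and 0 on replicate 3, and the spots of 22 were marked as outliers by the scanner software. The GO enrichment was not repeated here.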

*Arabidopsis* plants overexpressing *NAC016* (*ANAC016-OX*) rapidly turn white when subjected to either salt or oxidative stress (Kim et al., 2013). Consistent with a previous study (Ueda et al., 2017), the *quad* plants in the current study were sensitive to salinity stress (**Figure 1A**). Unexpectedly, the significant induction of *NAC016* was retained in *quint* plants, although *quint* plants exhibited an elevated level of salinity tolerance that is similar to *hda19-3* plants (**Figure 4A**, Group 9 in **Figure 1C**, **Supplementary Table S1**). This suggests that there is an independent mechanism regulating *NAC016* expression in HDA5/14/15/18 (*quad*) plants that does not involve HDA19.

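*NAC016* (AT1G34180) had a log2 signal under non-stress and salinity stress conditions of 6.10 ± 0.23 (SD, n = 3) and 7.21 ± 0.45 (SD, n = 3) in Col-0, 8.75 ± 0.23 (SD, n = 3) and 9.33 ± 0.26 (SD, n = 3) in *quad*, and 8.82 ± 0.21 (SD, n = 3) and 9.40 ± 0.16 (SD, n = 3) in *quint*. The differences from Col-0 in *quad* were 2.65 (adjusted p = 1.74e-08, limma) without salt and 2.12 (adjusted p = 3.63e-07, limma) with salt, and those in *quint* were 2.72 (adjusted p = 8.46e-09, limma) and 2.19 (adjusted p = 8.19e-08, limma), with a standard error of 0.198. *quint* and *quad* differed by 0.07 under salinity stress. The gene lies on chromosome 1 in a stretch of 100 tested genes of which 12 differed in *quad* and *quint* and not in *hda19-3*, a number that 0 of the 17046 sets on the chromosomes 1 to 4 that share no gene with it reach.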

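In *hda19-3*, *NAC016* differed from Col-0 by 0.73 without salt (adjusted p = 0.00948, limma) and by 0.27 with salt (adjusted p = 0.264, limma). The former was not called under normexp (0.46) or without replicate 3 of non-stressed Col-0 (0.61). The departure of *quint* from the sum of the *hda19-3* and *quad* differences was −0.65 without salt (adjusted p = 0.346, limma) and −0.21 with salt, so that no departure from additivity was detected. The interaction of *quad* with salt was −0.53 (adjusted p = 0.903, limma).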

**Figure 4:**
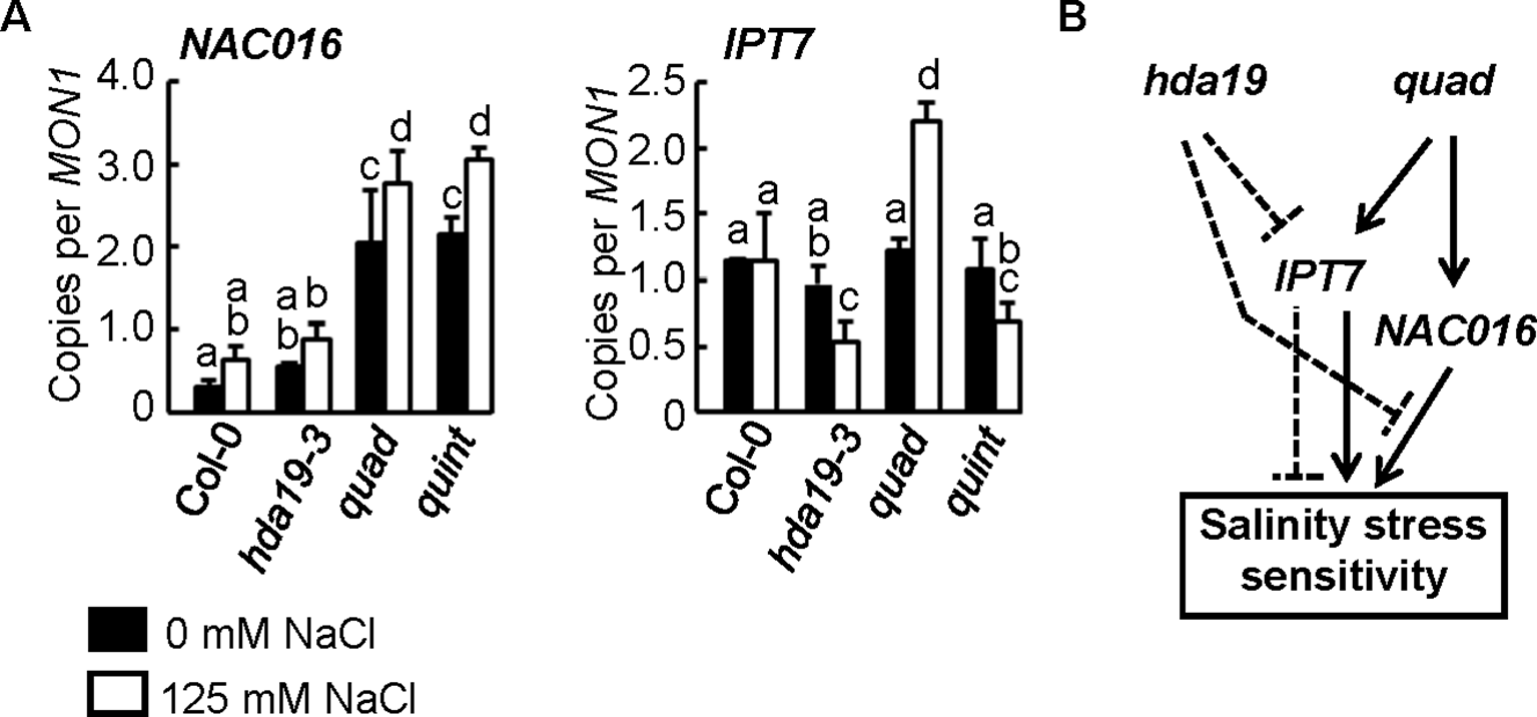
HDA5/14/15/18-dependent regulation of *NAC016* and counteractive regulation of *IPT7* between *hda19* and* quad*. **(A)** Reverse transcription–quantitative PCR (RT-qPCR) analysis of the expressions of *NAC016* and *IPT7* genes. Experimental conditions and statistical analysis of RT-qPCR data were the same as shown in **Figure 2A**. **(B)** A simplified model for the counteractive and hierarchical control of the expressions of *NAC016* and *IPT7* genes mediated through HDA19 and HDA5/14/15/18 deficiencies.

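Under salinity stress, 385 of the 962 genes differentially expressed in both *hda19-3* and *quad* changed in opposite directions. At 198 of these the transcript was higher in *quad* and lower in *hda19-3*, and 172 of the 198 were salt-responsive. In *quint*, which carries both defects, 76 of the 198 were lower than in Col-0. The other 187 were lower in *quad* and higher in *hda19-3*. Without salt 176 genes changed in opposite directions, 61 of them higher in *quad* and lower in *hda19-3*. Of the Group 2 genes tested, 171 differed between *quint* and *quad* under salinity stress, 2 of them higher in *quint*, with a median of −1.06. The list of Group 8 was not analyzed here.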

Transcriptional analysis detected a set of genes that were regulated counteractively in *hda19* alleles (*hda19-3* and *quint*) and *quad* (Groups 2 and 8 in **Figure 1C**; **Supplementary Tables S4** and **S10**) plants, which could account for the discrepancies in the upregulation of *NAC016* and the salt-tolerant phenotype in *quint*. 

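*IPT7* (AT3G23630) had a log2 signal of 8.77 ± 0.11 (SD, n = 3) in *quad* under salinity stress and of 7.47 ± 0.50 (SD, n = 3) in Col-0, a difference of 1.30 (standard error 0.346, adjusted p = 0.0121, limma). Without salt the difference was 0.15. *IPT7* rose with salt by 1.54 in *quad* (adjusted p = 0.00119, limma) and by 0.40 in Col-0, but the interaction, 1.14, was not significant (adjusted p = 0.762, limma). The difference under salinity stress was not called without replicate 3 of salt-stressed Col-0 (1.14) or with slide as a block (1.27). The array measures transcripts and not cytokinin.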

Deletions of *HDA5/14/15/18* activate the expression of the cytokinin (CK) biosynthetic gene, *ISOPENTENYL TRANSFERASE7* (*IPT7*), resulting in increased levels of CK (Yanai et al., 2005) (**Supplementary Table S4**). Overproduction of endogenous cytokinin and decreased levels of CK have been reported to decrease and increase salt tolerance, respectively (Nishiyama et al., 2012; Wang et al., 2015). Downregulation of *IPT7* was observed in the current study by the introduction of the *HDA19* mutation into *quad* plants under salinity stress conditions (**Figure 4A** and **Supplementary Table S1**). This counteractive expression of *IPT7* may reflect the opposite salt sensitivity and salt-tolerant phenotypes observed in *quad* and *quint* plants, respectively (**Figure 4B**). 

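Under salinity stress *IPT7* differed by −2.20 in *quint* from *quad* (adjusted p = 4.99e-05, limma), with a mean of 6.57 ± 0.44 (SD, n = 3) in *quint*. Against Col-0 the difference was −0.90 in *quint* (adjusted p = 0.034, limma) and −0.82 in *hda19-3* (adjusted p = 0.0565, limma), where replicates varied more (6.65 ± 0.98, SD, n = 3). That of *quint* was not called with the authors' deposited values (−0.67), with slide as a block (−0.99), or without replicate 1 of salt-stressed Col-0 (−0.61) or replicate 2 of salt-stressed *quint* (−0.65). That of *hda19-3* was called without its replicate 2 (−1.33), without replicate 3 of salt-stressed Col-0 (−0.98), and without replicate 2 of salt-stressed *quint* (−0.82). The departure of *quint* from additivity, −1.38, was not significant (adjusted p = 0.112, limma). The RT-qPCR scores of the paper are in a column that Table S1 heads *IDD7* and Figure 4A *IPT7*. Over the 8 group means, their log2 values were correlated with the array signal of *IPT7* with Pearson's r = 0.883 (exact permutation p = 0.000744, two-sided, adjusted 0.00112) and Spearman's rho = 0.934 (exact permutation p = 0.00169, adjusted 0.00254), and r was 0.824 without the groups farthest from the median. With the array signal of *IDD7* (AT1G55110), r was −0.745 (exact permutation p = 0.031, adjusted 0.031) and rho −0.850 (exact permutation p = 0.0112, adjusted 0.0112), and r was −0.798 without such groups. The adjustment is over 3 relations.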

## Discussion

ABA signaling is one of the major phytohormonal pathways responsible for increasing tolerance to a variety of environmental stresses, including salinity and drought (Larosa et al., 1987; Mantyla et al., 1995; Bari and Jones, 2009; Vishwakarma et al., 2017). The current study indicated that ABA signaling is strongly induced in *hda19* mutant plants. There is no clear morphological difference between *quad* and wild-type plants. On the other hand, *hda19-3* and *quint* showed lower germination rates under non-stress conditions, although statistical significance was not detected (**Figure 1A**). A wide range of developmental abnormalities such as growth inhibition was observed in *hda19-3* (Hollender and Liu, 2008). Some of them might be explainable by the enhanced acclimation of ABA. The transcriptome analyses revealed that an HDA19 defect primarily activates the ABA signaling pathway, which is independently regulated from class II HDACs. ABA signaling plays a pivotal role in the growth reduction of plants during the early phase of plant response to salinity stress (Ismail et al., 2014). In contrast, deficiencies in class II HDAC genes appear to result in a malfunction in the growth reduction because expansin 12 (a cell wall-loosening protein; **Supplementary Table S4**) (Lee et al., 2001) and TRH1 (K^+^ transporter for root hair elongation; **Supplementary Table S4**) (Desbrosses et al., 2003) are activated in response to salinity stress conditions in *quad* plants as in the case of *IPT7* (**Figure 4**). 

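Expansin 12 (*EXP12*, AT3G15370) had a log2 signal under salinity stress of 8.30 ± 0.10 (SD, n = 3) in *quad* and 5.67 ± 0.85 (SD, n = 3) in Col-0, a difference of 2.63 (standard error 0.407, adjusted p = 0.00015, limma). In *quad* it rose by 2.31 with salt. The interaction with salt, 2.85, was not significant (adjusted p = 0.0915, limma), and passed the thresholds under normexp (1.78), with the authors' deposited values (2.21), and without replicate 2 of salt-stressed Col-0 (3.31). When slide was a block the difference under salinity stress, 3.14, was not called. *TRH1* (AT4G23640) was not well above background on any of the 24 arrays and was not tested. In the authors' deposited values its log2 signal on the *quad* salinity stress arrays was 15.4, 5.02, and 5.27, and on the arrays of the other groups it lay between 4.74 and 5.26. The high spot, on replicate 1, was marked as an outlier by the scanner software, and it lies in a curved line of spots of Group 2 genes that were high on that array alone.

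**Figure D1:**
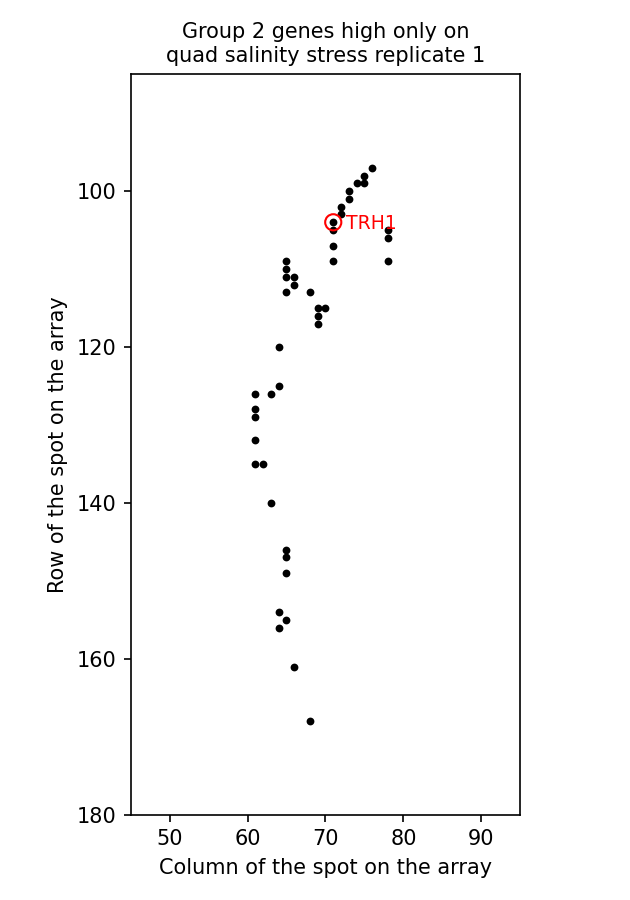
Positions, by row and column of the array, of the 44 spots of Group 2 genes whose deposited signal under salinity stress was high on *quad* replicate 1 only. Each point is a spot, and the spot of *TRH1* is circled. The spots lie between rows 97 and 168 and columns 61 and 78, along a line.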

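Under salinity stress *EXP12* differed from Col-0 by −1.12 in *hda19-3* (adjusted p = 0.0294, limma) and by −0.37 in *quint* (adjusted p = 0.46, limma), which was 0.20 with slide as a block. The former was not called under normexp (−0.48), with the authors' deposited values (−0.63), with slide as a block (−0.73), or without replicate 2 of salt-stressed Col-0 (−0.65), replicate 1 (−0.86) or replicate 2 (−1.19) of salt-stressed *hda19-3*. From *quad* to *quint*, *EXP12* changed by −3.002 (adjusted p = 1.12e-05, limma). The means were 4.54 ± 0.47 (SD, n = 3) in *hda19-3* and 5.30 ± 0.34 (SD, n = 3) in *quint*. *TRH1* was not well above background on any *hda19-3* or *quint* array.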

In *hda19-3* and *quint* plants, the upregulation of these genes could not be detected (**Supplementary Tables S4** and **S10**). The HDA19 defect, in which HDA19 is not produced, may induce an earlier expression of genes involved in the ABA signaling pathway, including ABA metabolism and other transcriptional factors.

BR homeostasis appeared to be altered in *hda19* and *quint* plants. UGT73C5, which catalyzes BL-23-*O*-glucosylation leading to reduced BR activity (Poppenberger et al., 2005), was significantly upregulated under salinity stress conditions (**Figure 3C**). Under the experimental conditions used in the current study, ABA signaling may be activated due to the reduced accumulation of active BR, which results in increased salinity stress tolerance. In support of this premise, *ABI5* expression has been reported to directly suppress BR signaling through the BRASSINAZOLE RESISTANT 1 (BZR1) transcription factor (Yang et al., 2016). The upregulation of *ABI5* expression under salinity stress conditions may indicate the reduced accumulation of active BRs in *haa19* and *quint* plants. A previous study also indicated that BR signaling is involved in the suppression of GA biosynthetic genes, such as *GA20ox* and *GA3ox3*, and the induction of a GA inactivation gene, such as *GA2ox*, which leads to the suppression of GA signaling (De Vleesschauwer et al., 2012). In the current study, the transcriptome analysis indicates that GA signaling may be activated in *hda19* and *quint* plants because suppression of *GA2ox7* and the induction of *GA20ox1* were detected (**Figure 3C**). Considering the above data, a reduced accumulation of active BRs may trigger a change in the expression pattern of genes encoding phytohormone-catabolizing enzymes.

In contrast to ABA metabolism, a defect in GA metabolism generally enhances tolerance to abiotic stresses, such as salinity and drought stress (Achard et al., 2006; Colebrook et al., 2014). The results of the present study indicate that GA metabolism is activated in *hda19* and *quint* plants based on the transcriptome analysis (**Figure 3C**). These plants, however, exhibit tolerance to salinity stress. Furthermore, *hda19* plants also exhibit tolerance to drought stress (Ueda et al., 2018a). If the hormone network is altered in *hda19-3* or *quint* plants, the altered hormone network (coincidental activation of antagonistic hormone signaling of ABA and GA) may allow plants to alleviate growth arrest induced by ABA signaling. Notably, *ga2ox7* mutants that accumulate active GA exhibit less growth retardation than Col wild-type plants of *Arabidopsis* subjected to high-salinity stress (Magome et al., 2008). ABA stimulates generally an increase in proline accumulation (Szabados and Savoure, 2010). ABA increased in *hda19* and *quint*; nonetheless, a lower proline accumulation was found in them than in wild-type plants and *quad* (**Figure 2D**). The unusual response in proline accumulation might be due to the alteration in phytohormone homeostasis under salinity stress conditions. Further studies are needed to reveal how epigenetic regulation mediated by HDA19 controls stress responses and crosstalk between phytohormones.

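The group means of *NAC016* fall into separate sets, from 6.10 to 7.48 in Col-0 and *hda19-3* and from 8.75 to 9.40 in *quad* and *quint*. The correlation of the array signal with the RT-qPCR scores of Table S1 over the 8 groups was computed and is not given, because it pools these sets. Within each set both measures put the groups in the same order, and 2 of the 576 arrangements within both sets are as extreme (exact permutation p = 0.00347, a test added after seeing the data).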

We confirmed the altered mRNA expressions of *ABI5*, *ABA2*, *NCED4*, *GA 2ox7*, *GA 20ox1*, *UGT73C5*, *NAC016*, and *IPT7* genes under normal and/or salinity growth conditions by microarray and RT-qPCR analysis. Among them, we found tissue- or organ-specific expressions, except for *ABA2* and *GA 2ox7* genes, by *Arabidopsis* eFP Browser (Winter et al., 2007) (**Supplementary Figure S1**). In the study, we have not revealed whether their alterations are due to the derepression of their tissue-specific expression or activation through the inhibition of HDAC activity. A detailed analysis of their expression is needed to understand how HDAC inhibition alters salinity stress response.

HDA19 mainly appears to mediate histone H3 acetylation (Zhou et al., 2005; Krogan et al., 2012). In class II HDACs, HDA5 participates in histone H3 acetylation (Luo et al., 2015). HDA15 participates in histone H3 and H4 acetylation (Liu et al., 2013; Gu et al., 2017). HDA14 is located in chloroplasts, and its localization to chromatin has not been documented (Alinsug et al., 2012). Synergistic upregulation of HDA19 and HDA5/14/15/18 deficiencies observed in *quint* plants may be due to the redundancy in histone or non-histone acetylation coordinated by both HDA19 and class II HDACs. As shown in **Figure 4A**, the expression of *NAC016* is perhaps independent of HDA19, as the majority of the responses described in the manuscript seem to be otherwise. In the case of HDA19- and HDA5/14/15/18-dependent regulation (HDA19- and HDA5/14/15/18-dependent expressions, categories 1, 2, 5, 8, and 10 and categories 4 and 9, respectively, in **Figure 1C**), levels in the acetylation of histones around target sites or proteins, including non-histones, may be independently coordinated by these HDACs. In actuality, multiple acetylations of non-histone proteins have been documented using HDAC inhibitors or mutants (Hao et al., 2016; Hartl et al., 2017). For example, it remains unclear whether the altered expression of genes for BR, GA, and other hormone pathways is due to the HDA19 action or a reflection of the effect on ABA signaling. Further analysis to determine whether HDACs directly regulate the gene expression of candidate signaling pathways through histone acetylation and/or are involved in the acetylation of key enzymes involved in hormonal crosstalk, as highlighted in the current study, will elucidate the detailed processes in stress responses in plants that are coordinated by HDA19 and HDA5/14/15/18.

## Author Contributions

MU and MSek designed the experiments. MU, AM, SW, MKo, MT, and JI conducted the experiments. MU, AM, SW, MKo, MKu, KS, and MSeo analyzed the data. MU, AM, SW, MKo, MKu, MSeo and MSek wrote the manuscript.

## Funding

This work was supported by grants to MU and MSek from the RIKEN and grants to MSek from Japan Science and Technology Agency (JST) [Core Research for Evolutionary Science and Technology (CREST, grant number JPMJCR13B4)], and KAKENHI on Innovative Areas (grant no. 16H01476, 18H04791, and 18H04705) of the Ministry of Education Culture, Sports and Technology of Japan.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Analysis of the Hierarchical Response of Histone Deacetylase Proteins That Respond in an Antagonistic Manner to Salinity Stress
**Source:** Front Plant Sci. 2019 Oct 18;10:1323. doi: 10.3389/fpls.2019.01323
**Supplement:** Figure S1 — eFP diagrams of ABI5, ABA2, NCED4, GA 2ox7, GA 20ox1, UGT73C5, NAC016, and IPT7 genes

## Slide 1
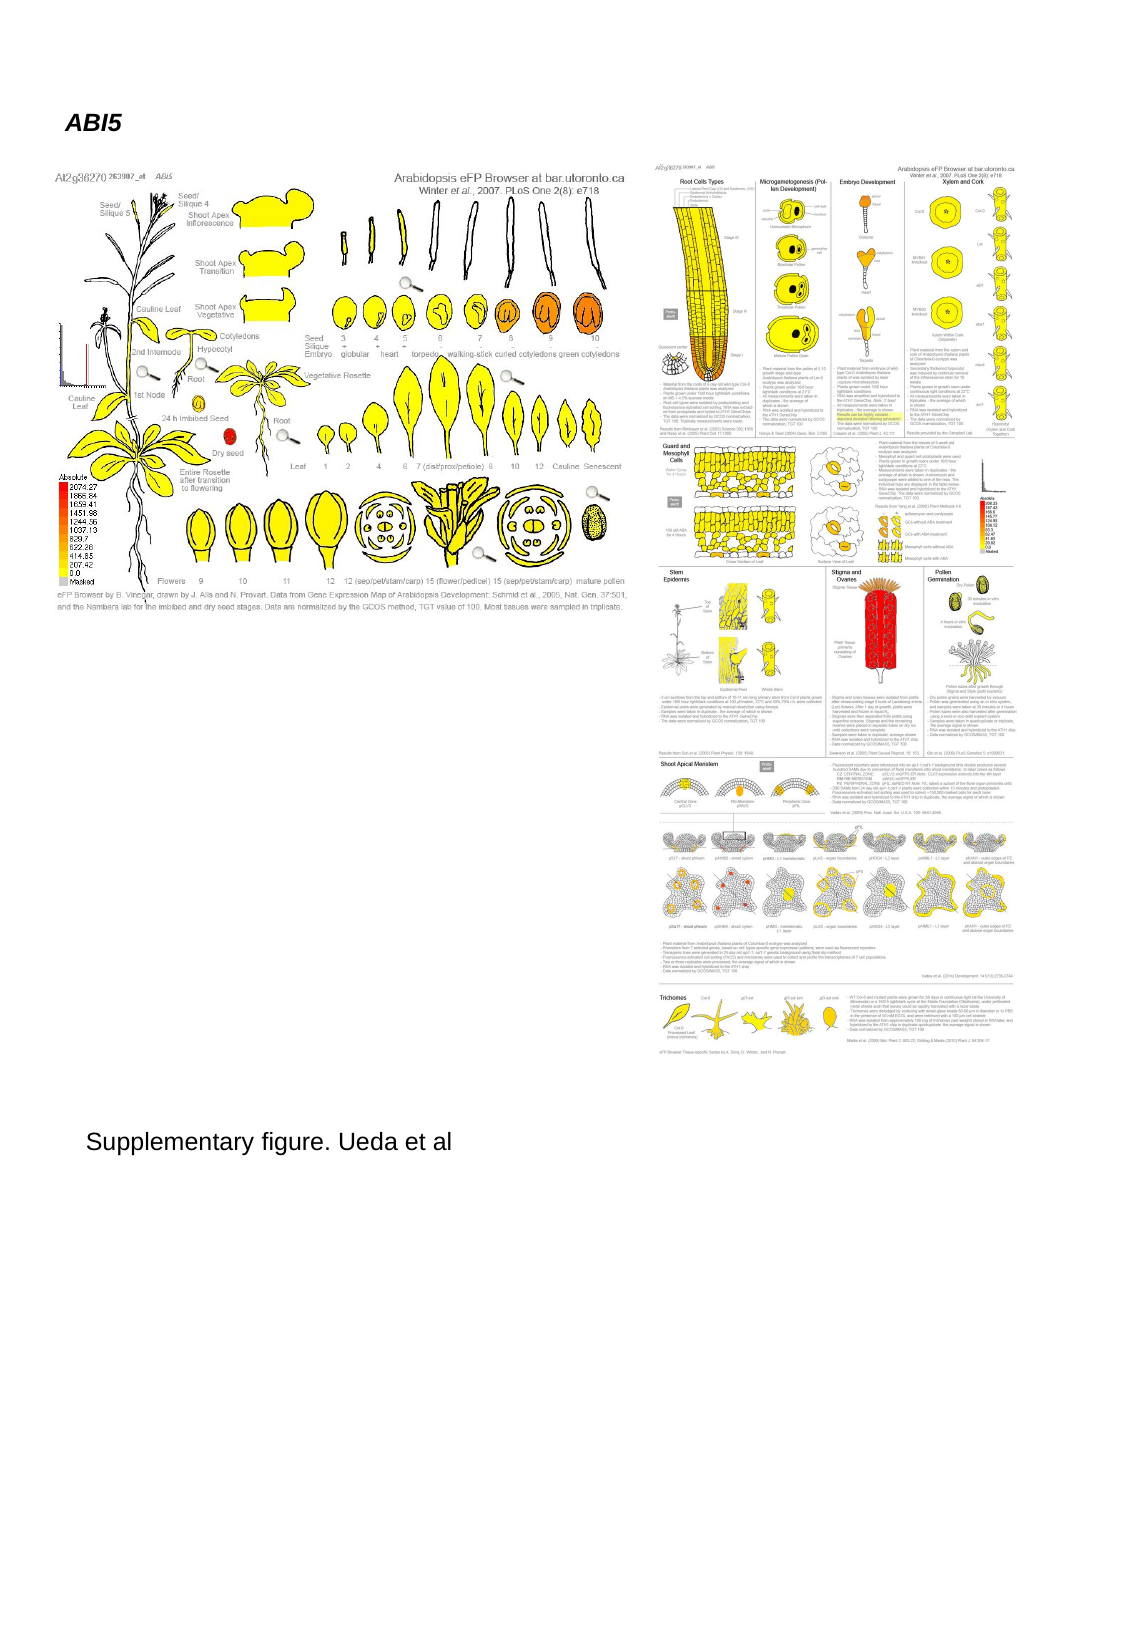

ABI5
Supplementary figure. Ueda et al

## Slide 2
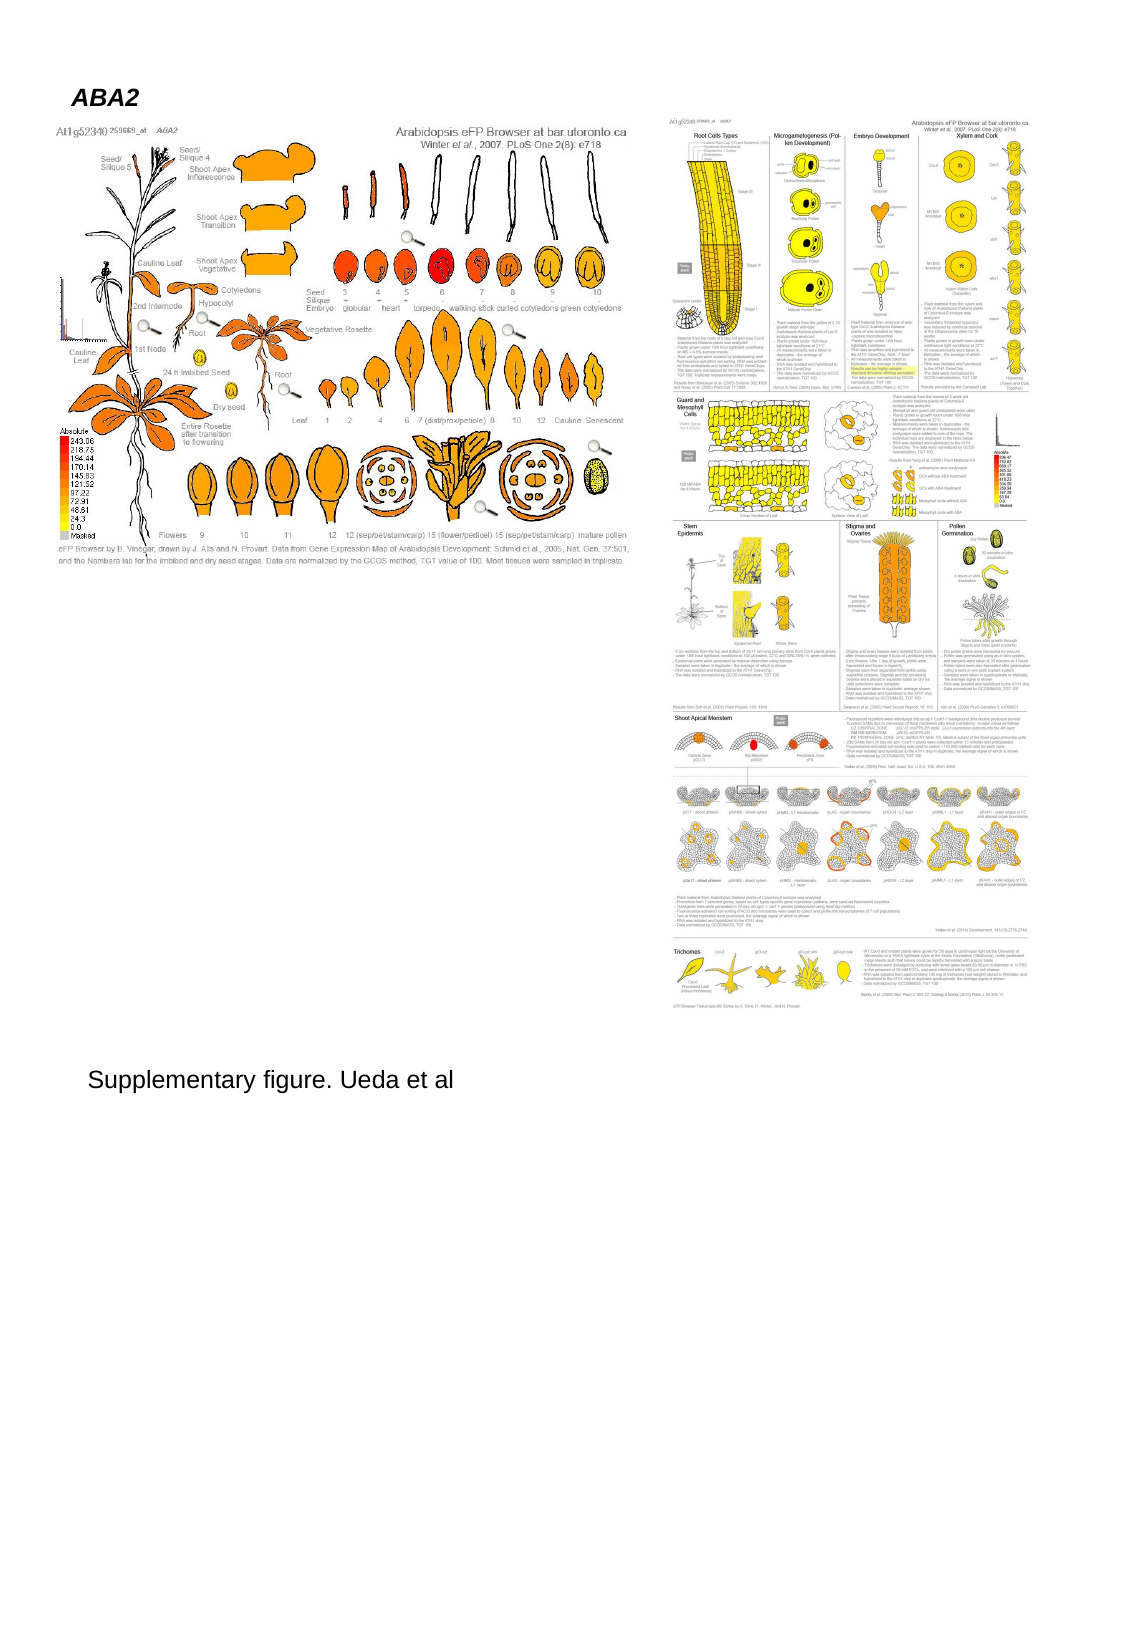

ABA2
Supplementary figure. Ueda et al

## Slide 3
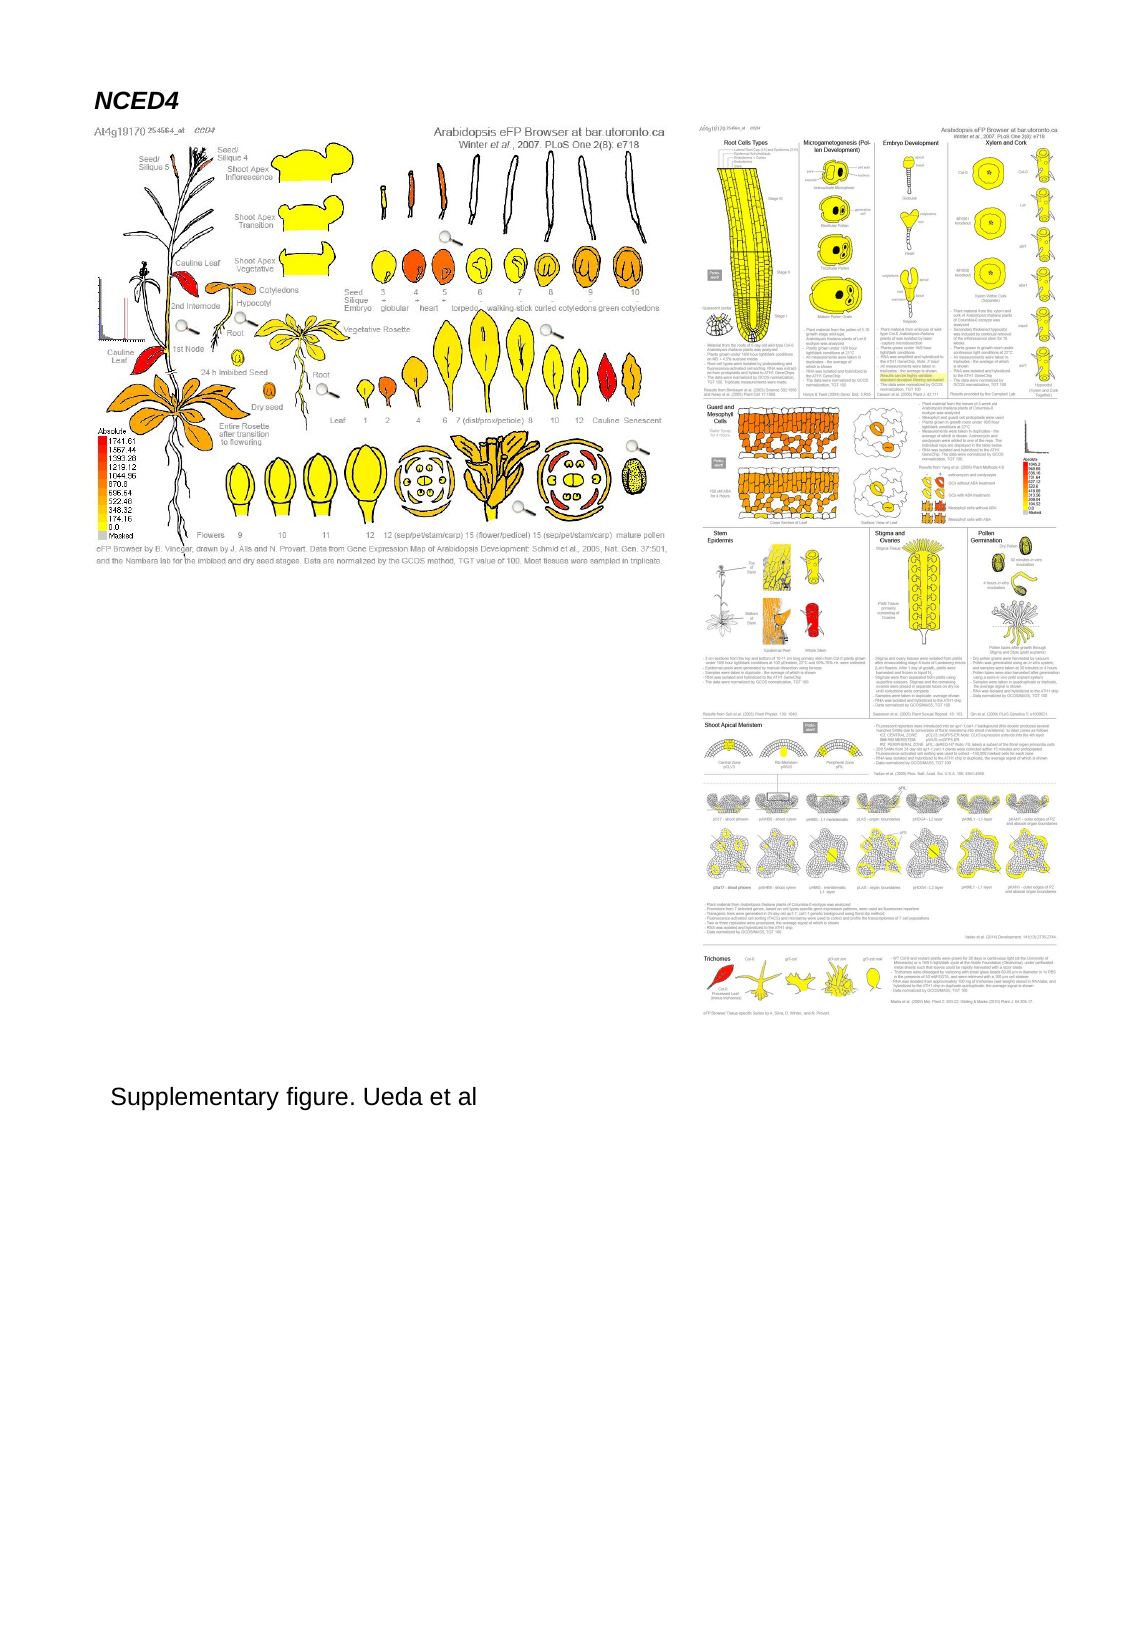

NCED4
Supplementary figure. Ueda et al

## Slide 4
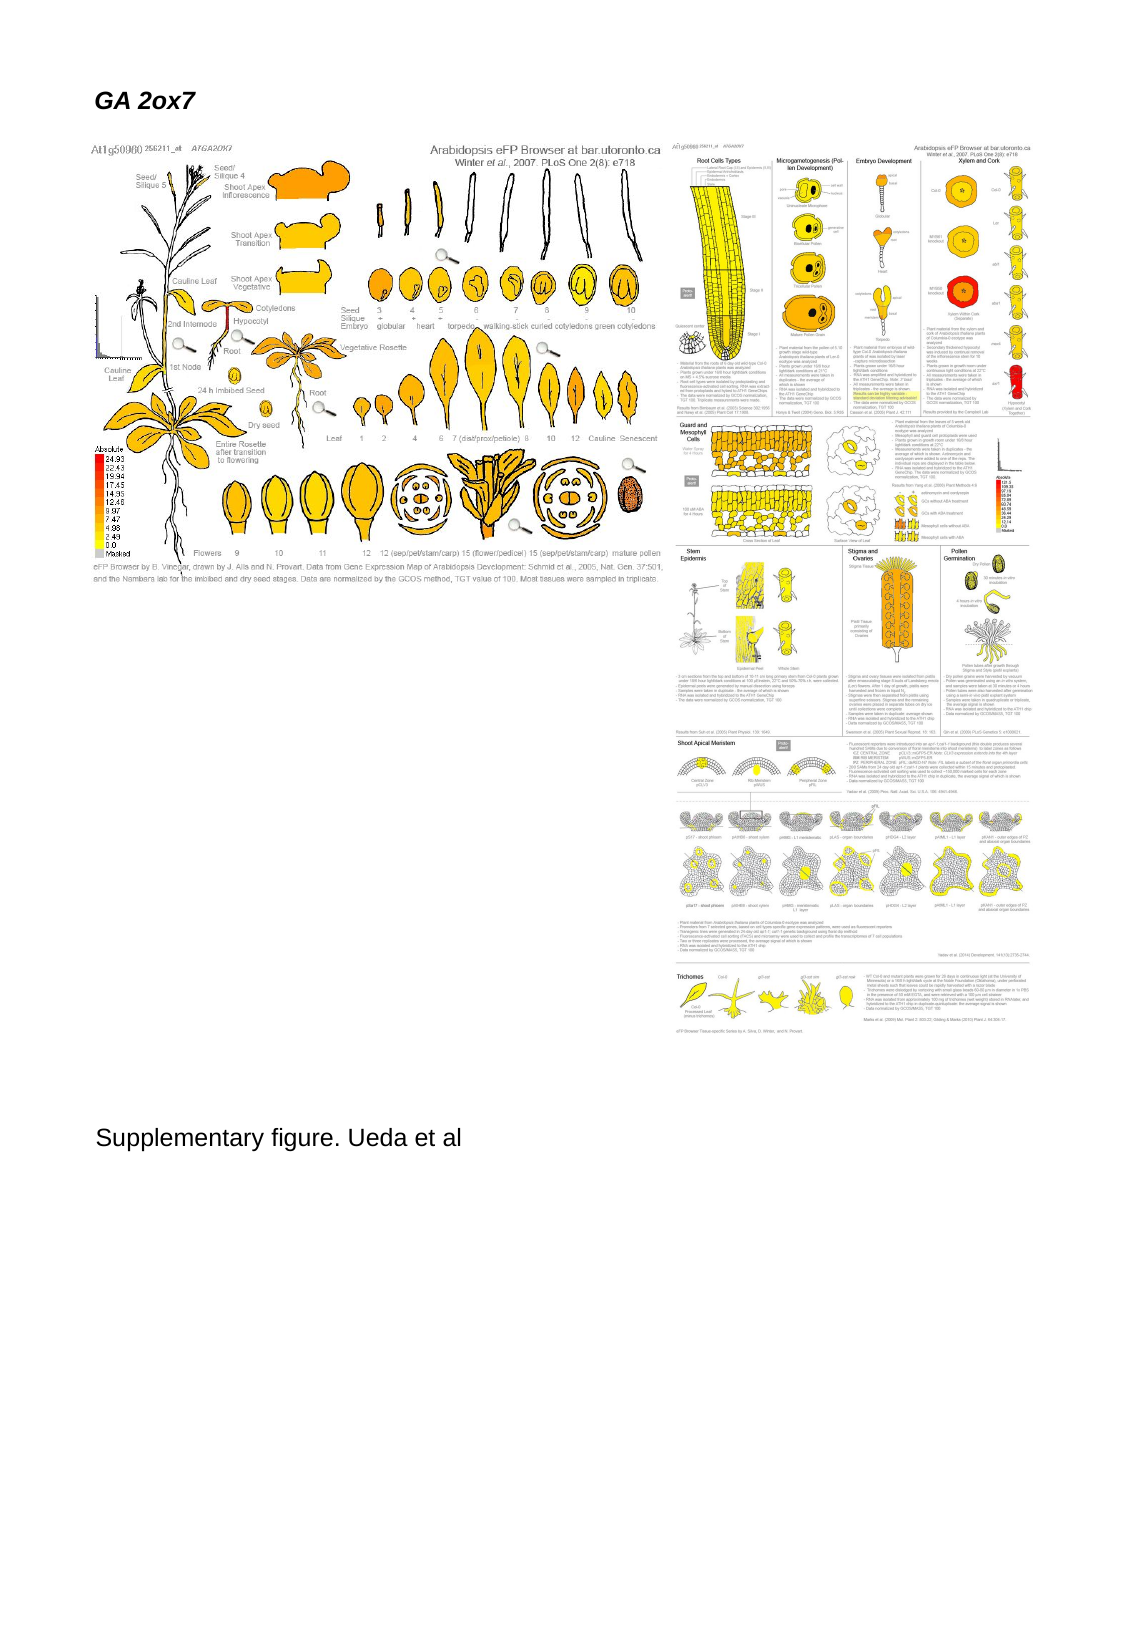

GA 2ox7
Supplementary figure. Ueda et al

## Slide 5
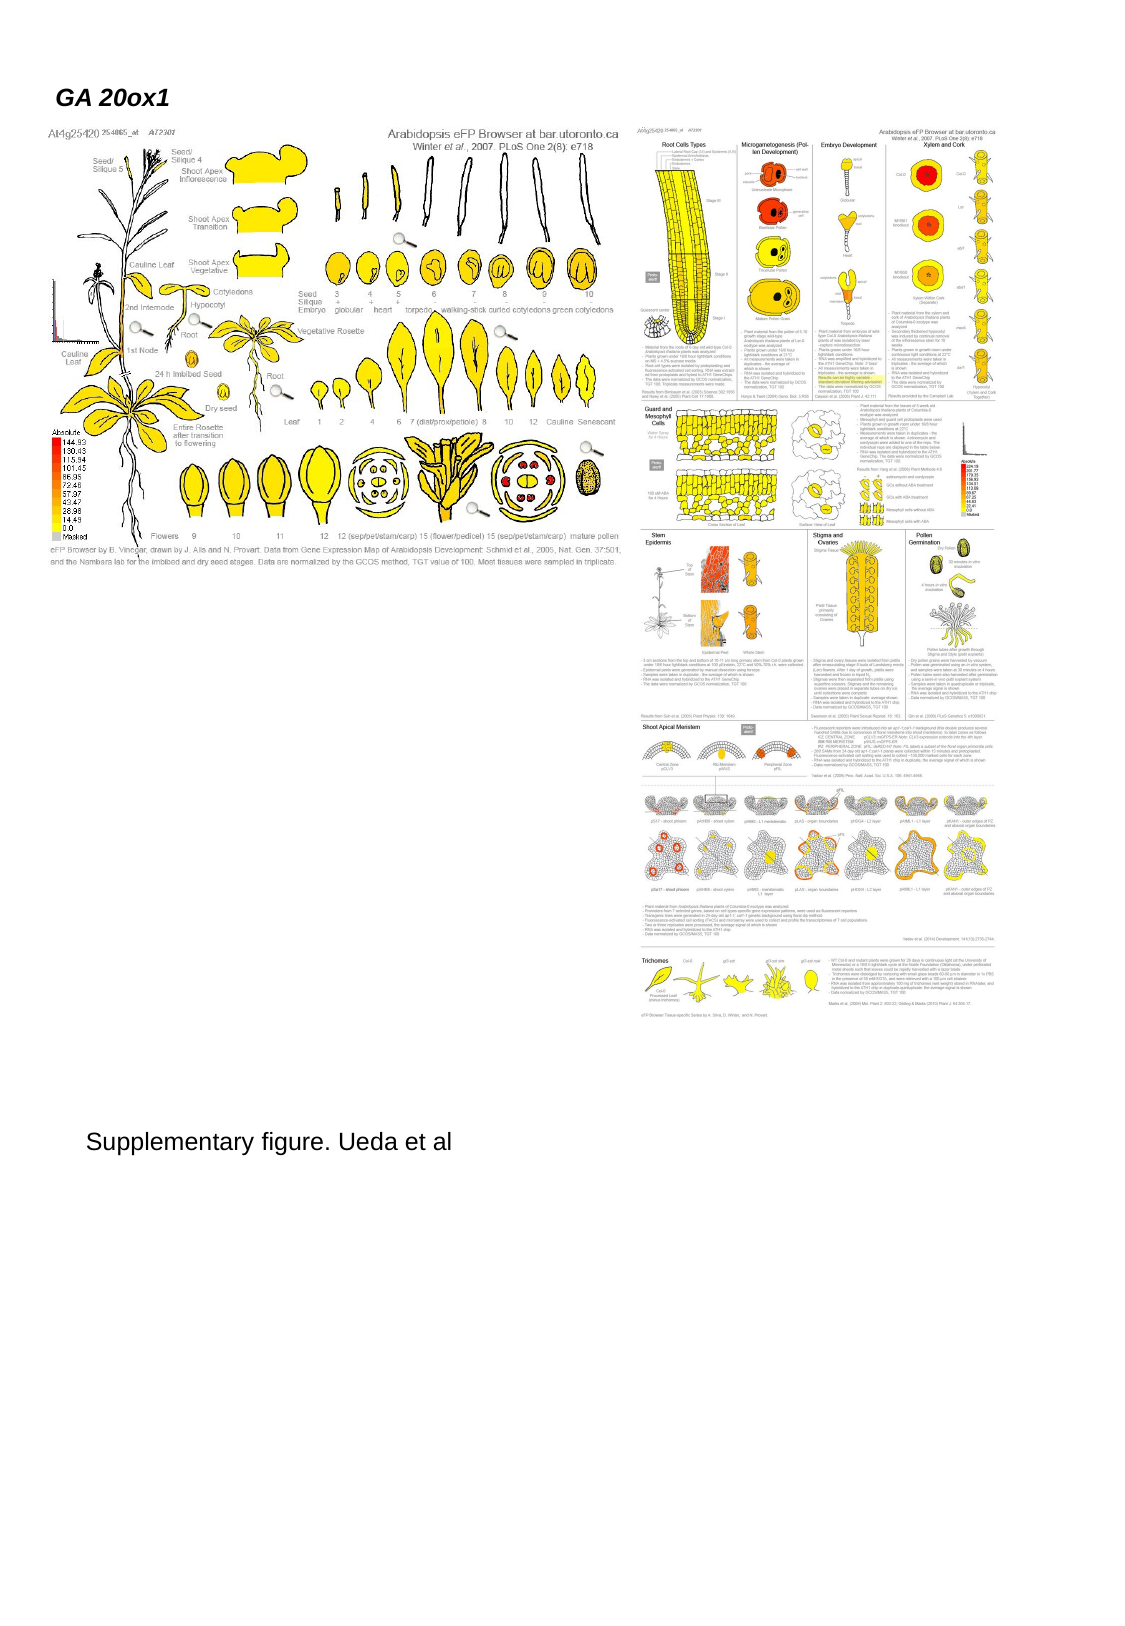

GA 20ox1
Supplementary figure. Ueda et al

## Slide 6
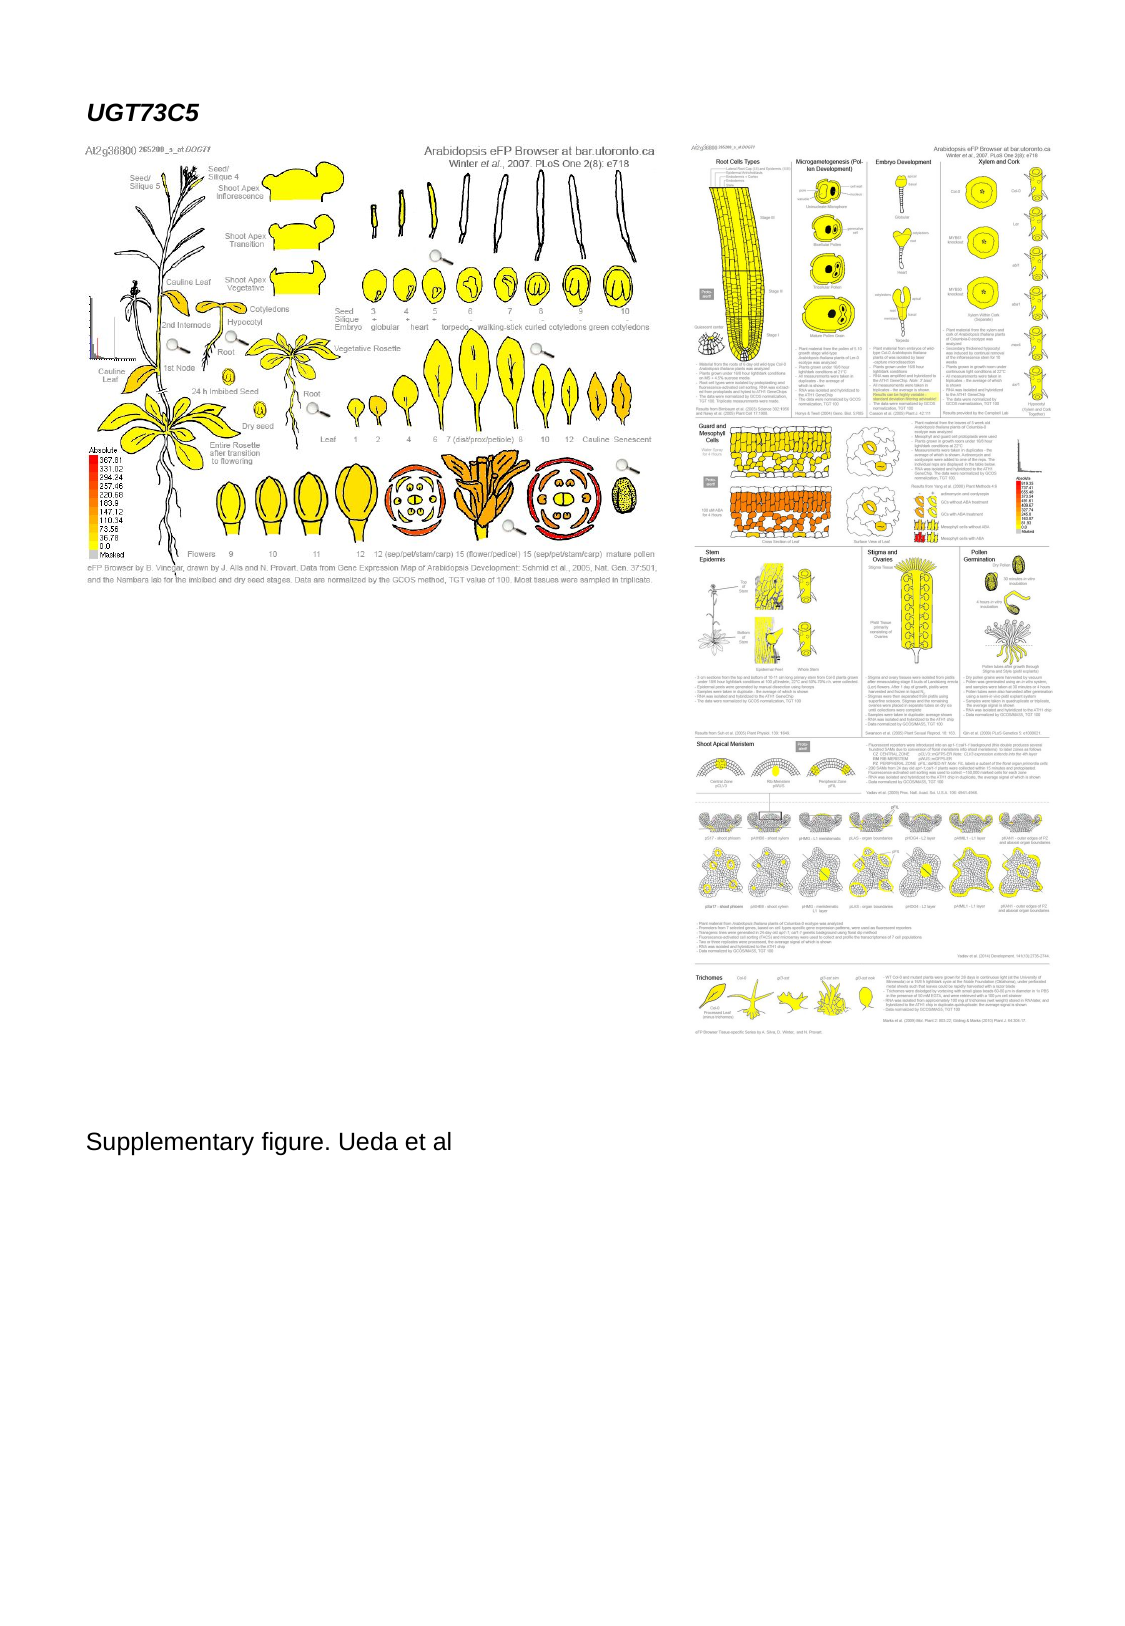

UGT73C5
Supplementary figure. Ueda et al

## Slide 7
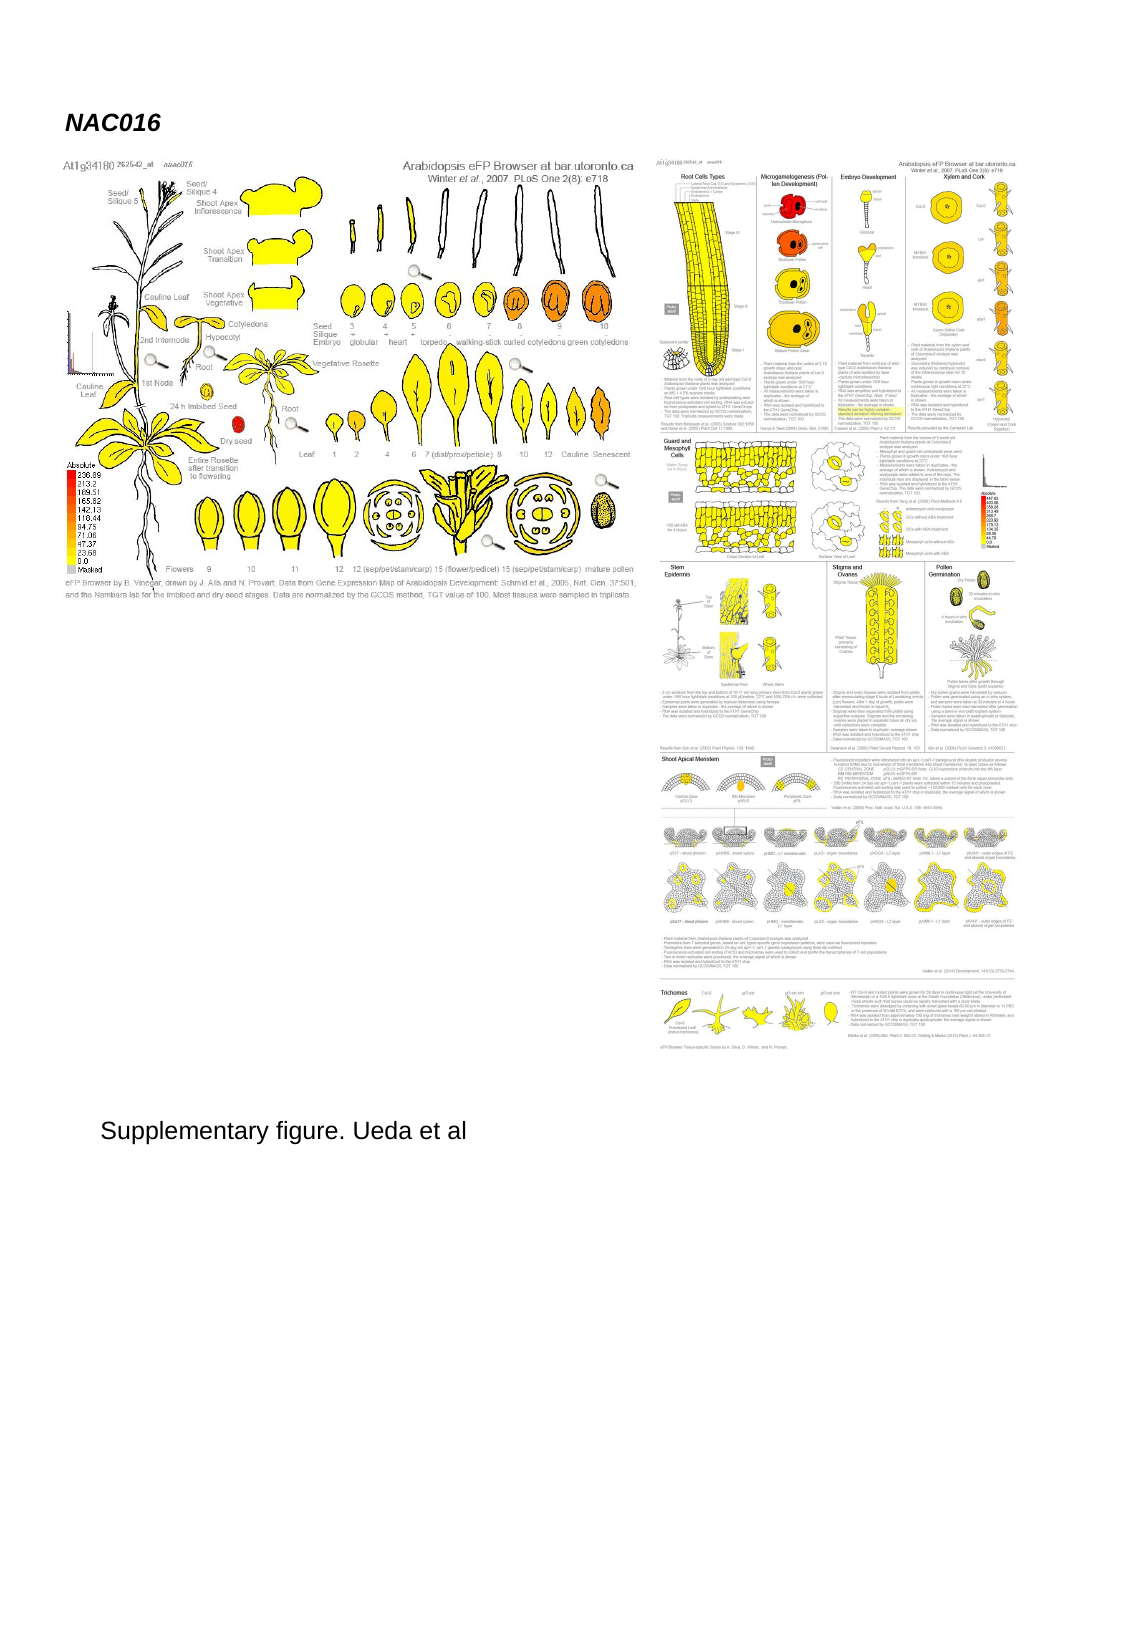

NAC016
Supplementary figure. Ueda et al

## Slide 8
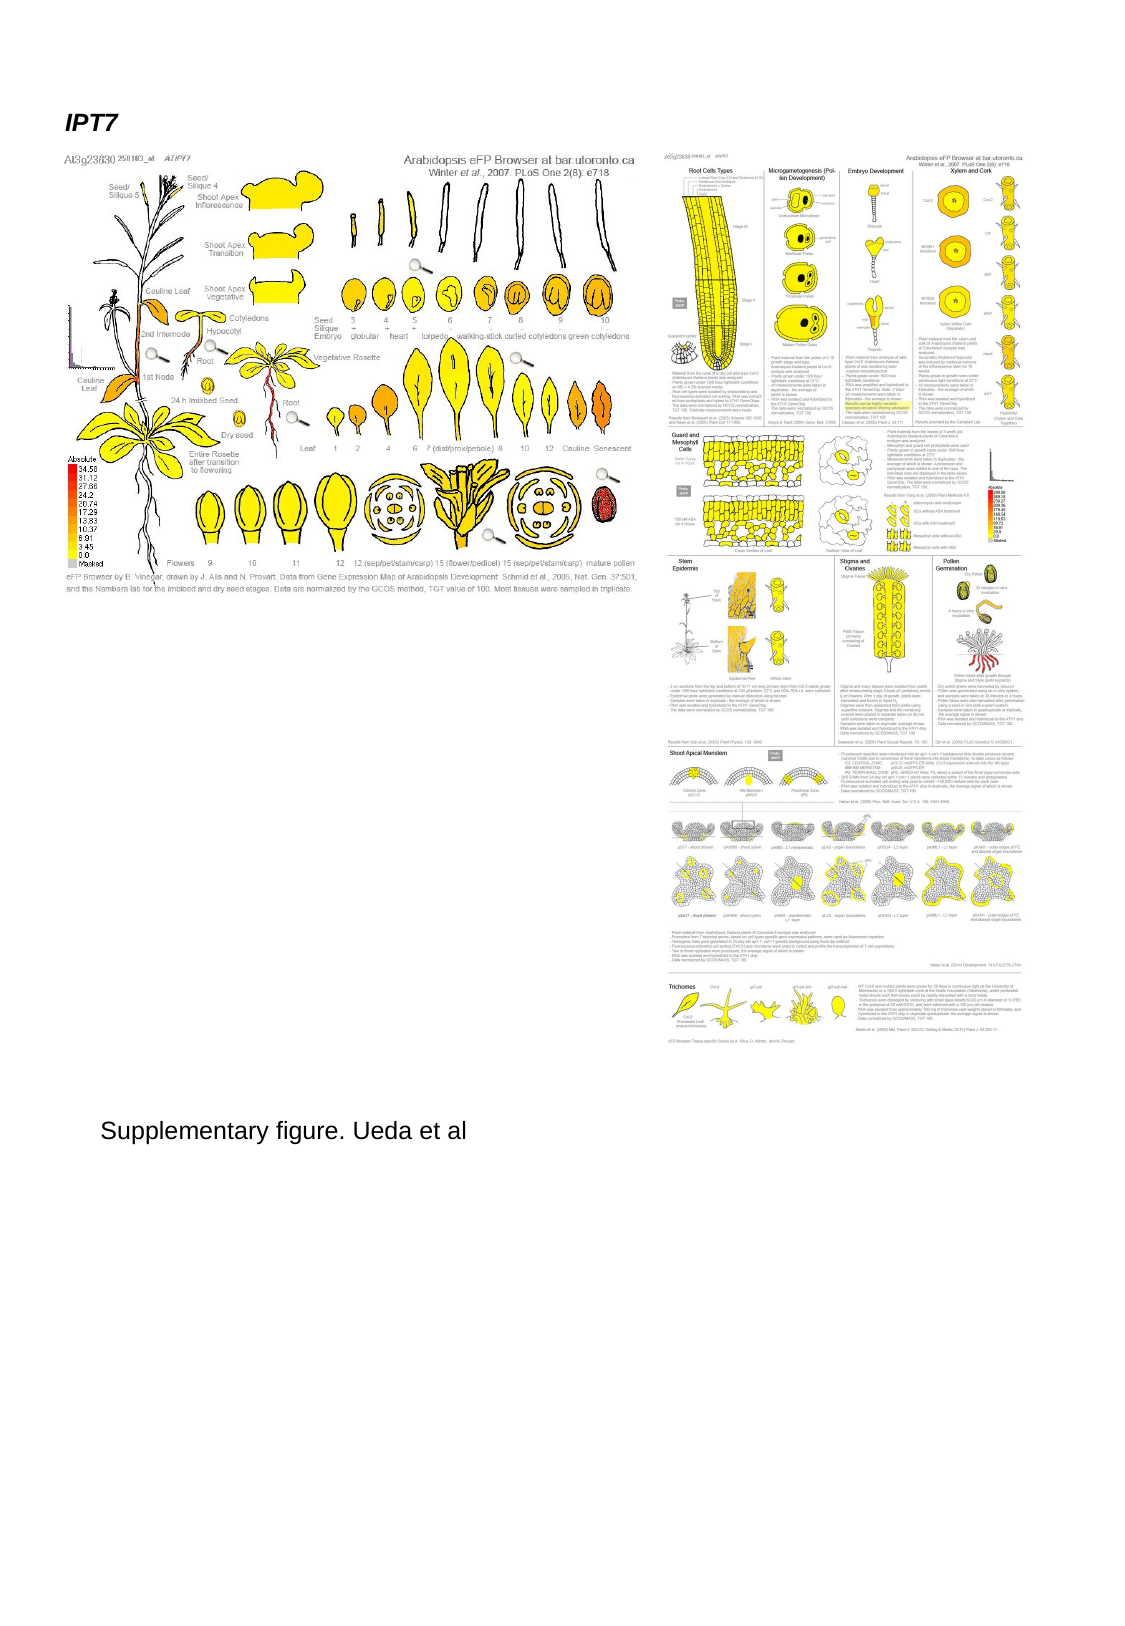

IPT7
Supplementary figure. Ueda et al

How the deposited data were processed for this re-analysis (not part of the article)

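Scanner output of 24 arrays was read with R 4.3.3 and data.table 1.17.8, and tested with limma 3.58.1. The figure was drawn with Python 3.11.15 and matplotlib 3.10.9. The deposited files hold intensities from which the scanner software had subtracted the background, with a surrogate value near background, and which the authors had not normalized between arrays. The authors also deposited a table of log2 values that they had quantile normalized. That table was recomputed from the median signal less the median background with normexp (offset 16) and quantile normalization, with a largest difference of 0.0398. It was used as an alternative only.

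The 54778 spots of an array include controls, and 53459 remained without them, with 52586 probes. Spots marked as outliers by the scanner software were set to missing. Replicate spots of a probe and the 97 genes with 2 probes were averaged on the log2 scale. Intensities were quantile normalized over all arrays. A gene was tested when its probe was well above background, by the scanner software, on all 3 arrays of at least 1 group. The 19708 features not named by a gene code were tested apart by the same rule, which 7895 met. Signal over background limits the low end. The lowest log2 signal well above background ranged from 3.23 to 4.26 among arrays, so a change at a gene without such signal is given as a bound or not at all.

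The number of genes detected per array had a minimum, median, and maximum of 21978, 22033, and 22048 in non-stressed Col-0, and 22176, 22424, and 22532 in salt-stressed Col-0. In *hda19-3* they were 21934, 22013, and 22220 without salt, and 21623, 22316, and 22490 with salt. In *quad* they were 21898, 22108, and 22206, and 22476, 22543, and 22688. In *quint* they were 21900, 21907, and 21974, and 22178, 22311, and 22335. The share of spots well above background ran from 53.0% to 58.7%.

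The model had 1 mean per group of genotype and treatment, and the differences were read as contrasts with limma's eBayes, each adjusted by Benjamini-Hochberg over all genes tested. The thresholds were an FDR of 0.05 and an absolute log2 ratio of 0.5. The effect of genotype was the moderated F test over the 6 differences of mutants from Col-0. The nearest genotype to *quint* was the one with the smallest Euclidean distance over the pair of group means. Differences were also tested on simulated data, in which 81.0% of 200 genes changed by a log2 of 1 were recovered for the salt response of Col-0 with 4 false calls, 66.0% for the *quad* interaction with 7, and 65.5% for the departure from additivity under salinity stress with 3.

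The genes named are those that the paper names with expression claims, the mutated genes, and for each interaction the 2 genes called with the largest absolute change whose sign was kept with each array left out. AT3G01345 and *MAP1D* are the largest departures from additivity in both treatments. The gene table of the reference, which matched 32316 of the 32781 gene codes, served for names and for the order of neighbors only, since the probes were designed on another annotation.

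The alternatives fixed before the data were examined were 75th-percentile scaling, normexp background correction (offset 50), the authors' deposited values, no filter on detection, slide as a block, replicate number as a block, the probe with the highest mean, eBayes with trend and robust, an absolute log2 ratio above 1, each of the 24 arrays left out, only the groups compared in the fit, and the t test and the one-way ANOVA of the paper. Recomputation without chromosome 5 genes and the ANOVA on the authors' deposited values were chosen after seeing the data. Slide can be estimated only through *hda19-3* without salt and *quad* with salt, the groups that span slides. A slide term was detected at 54 genes, and with so few arrays to estimate it, slide is not excluded at the others. The block also widens standard errors, so a lost call does not by itself show an effect of slide. *NCED4* in non-stressed *quint*, for example, lost its call though its difference rose from 1.70 to 2.09.

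The lists of Groups 1 to 4 were used from Tables S3 to S6. The lists of the other groups, the GO enrichment, and the clustering into 10 groups were not used here. RT-qPCR scores were taken from Table S1 for *IPT7* and *NAC016*, and survival and metabolite measurements were not used here.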

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

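Of the tests below, that of slide for the *hda19-3* salt response, that of the dimmest features, that of chance with the genotype difference removed, and the recomputation without chromosome 5 genes were chosen only after the result was seen.

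The response to salt differed from that of Col-0 at 559 genes in *hda19-3*, 13 in *quad*, and 745 in *quint* (limma interaction). For *hda19-3*, slide as a block gave 77 genes, 66 of them shared. All 559 kept their sign, the median ratio of the log2 differences with and without the block was 0.967, and the standard errors rose by a factor of 1.25. This argues against an additive slide effect, which between slides 1 and 2 only the non-stressed *hda19-3* arrays estimate. A slide effect that differs between the treatments is not excluded, as no salt-stressed group spans slides 1 and 2. Normalization between arrays is excluded, since 75th-percentile scaling gave 557 genes. For *quad*, slide as a block gave 47 genes, 5 of them shared, with all 13 of the same sign, and 75th-percentile scaling gave 12. Neither normalization nor an additive slide effect therefore accounts for the result, while a slide effect that differs between the treatments was not tested. For *quint*, 75th-percentile scaling gave 718 genes, which excludes normalization there too. Slide as a block gave 704, with 660 shared, but this is no test of slide. All Col-0 arrays lie on 1 slide and all *quint* arrays on another, so an additive slide effect cancels in this difference with or without the block, and one that differs between the treatments cannot be told apart from an effect of genotype. When genotypes were exchanged within each treatment, 15 of 100 splits of the arrays gave as many genes for *hda19-3*, 13 of 100 for *quad*, and 11 of 100 for *quint*, of 200 possible. Of the other splits as large, 14 of 14, 10 of 12, and 10 of 10 kept or exchanged a whole treatment. Of the splits that mixed both treatments, 0 of 82, 2 of 80, and 0 of 86 were as large, with at most 8, 113, and 1 genes. A split that keeps or exchanges a whole treatment carries the difference between the genotypes that holds in both treatments, so these shares do not decide on chance. With that difference, averaged over the treatments, taken off the mutant arrays, the real counts are unchanged, and 1 of 100 splits gave as many genes for *hda19-3*, 2 of 100 for *quad*, and 1 of 100 for *quint*, with at most 4, 41, and 165 genes in the other splits. In this test chance is excluded for *hda19-3* and *quint*, where no other split reached the real count. For *quad* another split gave 41 genes, more than the real 13, so chance is not firmly excluded there. The difference taken off was estimated on the same arrays, so the test is approximate.

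Single arrays carry much of these counts. Without replicate 1 of non-stressed Col-0 the count was 308 in *hda19-3* and 429 in *quint*, and it was highest at 700 and 898. In *quad* it was 4 without replicate 3 and 53 without replicate 1 of salt-stressed Col-0, and 7 without chromosome 5 genes. Of the 559 genes, 546 (97.7%) had the same sign in the response of *quint* against that of *quad*, on arrays shared with neither *hda19-3* nor Col-0, with r = 0.884. Whether the mutations cause these differences was not tested beyond these comparisons.

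Of the 7895 features not named by a gene code and detected, 2513 (31.8%) responded to salt in Col-0, 1078 higher and 1435 lower, and 2984, 2433, and 3071 in *hda19-3*, *quad*, and *quint*. For the response of Col-0, signal of the dimmest features is excluded as the explanation. The median log2 signal of the features called was 5.41, against 5.44 for those tested, and in 4 equal sets from the dimmest features to the brightest the shares called were 33.9%, 30.6%, 33.7%, and 29.2%. Their interactions with salt were called at 45, 11, and 120 features in *hda19-3*, *quad*, and *quint*. The median log2 signal of these was 4.34, 3.43, and 5.71, so dim signal is not excluded for the interactions of *hda19-3* and *quad*. What these features report was not tested here.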

How the results depend on the processing

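The recomputation without chromosome 5 genes, the ANOVA on the authors' deposited values, the test of chance with the additive differences removed, the simulations with slide as a block, and the correlation of *quint* minus *quad* with *hda19-3* minus Col-0 were chosen only after the result was seen. All other settings were fixed before the data were examined. Where the cause of a move is not named, the cause was not tested. Values in pairs are without and with salt. A count, or the share without an effect of genotype, is said to have moved when it changed by a factor over 1.5, and a correlation, a distance, or a share nearest to a genotype when it changed by its SD among values from 1 array per group or more.

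With 75th-percentile scaling 0 of 41 results moved, and the same holds for the probe with the highest mean (0 of 41) and for eBayes with trend and robust (0 of 30). Of the interactions of *quad*, however, 7 of 12 (58.3%) were higher with 75th-percentile scaling and 12 of 15 (80.0%) with trend and robust, against 69.2% of 13. With replicate number as a block 0 of 41 results moved and 0 of 98 named differences changed their call. Replicate numbers do not pair the arrays. Residuals of the same number in different groups had a mean correlation of 0.025 over 84 pairs, and those of other numbers −0.013 over 168.

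Under normexp background correction 12 of 41 results moved, 3 higher and 9 lower. The interactions of *quad* rose to 36, and the genes between *quint* and *hda19-3* with salt fell to 1301. The correlation of *quint* with *hda19-3* without salt was 0.743, and that with *quad* 0.549 and 0.300 . Distances shrank, to 0.338 and 0.408 between *quad* and Col-0, 0.524 and 0.682 between *quint* and Col-0, and 0.362 and 0.394 between *quint* and *hda19-3*. The correlation that shares no array was 0.780 without salt. With the authors' deposited values 10 of 41 moved, 2 higher and 8 lower. The same correlations were 0.716 for *hda19-3*, 0.578 and 0.348 for *quad*, and 0.767 for the one that shares no array. The distances were 0.398 and 0.458, 0.583 and 0.724, and 0.418 and 0.446. Both settings add an offset that shrinks log2 differences of dim genes by construction.

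Without a filter on detection 1 of 41 results moved, the correlation that shares no array, to 0.683 without salt. Of 18 interactions of *quad*, 10 (55.6%) were then higher.

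A block for slide moved 28 of 41 results, 9 higher and 19 lower. Genes called against Col-0 fell to 1603 in salt-stressed *hda19-3*, 511 and 536 in *quad*, and 754 and 1901 in *quint*. Interactions were 77 in *hda19-3* and 47 in *quad*. Between *quint* and *hda19-3* 476 and 743 genes were called, and between *quint* and *quad* without salt 928. Departures from additivity fell to 48 and 21. The share without an effect of genotype rose to 35.02%, and the share nearest to Col-0 to 21.43%. The correlation of *quint* with *hda19-3* without salt fell to 0.463, and that with *quad* was 0.560 and 0.600. That without shared arrays was 0.567 and 0.656. Unchanged groups simulated with this block gave 0.471 for *hda19-3*, 0.648 and 0.881 for *quad*, and at most 0.0428 without shared arrays, so with slide as a block only the correlation without shared arrays exceeds that of unchanged groups. Those groups differ by noise alone, so a value that is not above theirs does not show that no effect is shared. Distances were 0.701 and 0.865 between *quad* and Col-0, 0.930 between *quint* and Col-0 without salt, and 0.849 and 0.793 between *quint* and *hda19-3*. For the same distances, unchanged groups simulated with this block gave means of 0.455 and 0.524, 0.59, and 0.521 and 0.457. Larger distances with the block are therefore not by themselves larger differences between genotypes. Genes called in the lists were 84 in Group 1, 21 in Group 2, 112 in Group 3, and 52 in Group 4.

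Adding slide as a block also changed the share of higher genes. It was 32.7% (167 of 511) and 38.4% (206 of 536) in *quad*, against 44.2% and 51.5%, and 85.1% (40 of 47) for the interactions of *quad*. It was 29.2% (217 of 743) between *quint* and *hda19-3* with salt, against 42.5%, and 81.2% (39 of 48) and 47.6% (10 of 21) for the departures, against 50.3% and 34.1%.

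An absolute log2 ratio above 1 moved 27 of 40 results, 6 higher and 21 lower, and lowers counts by construction. Salt-responsive genes were 2955 in Col-0, 3171 in *hda19-3*, 2778 in *quad*, 3746 in *quint*, and 5143 in at least one genotype. Against Col-0, 1432 and 2365 genes were called in *hda19-3*, 698 and 947 in *quad*, and 1815 and 2704 in *quint*. Interactions were 239 in *hda19-3* and 291 in *quint*. Between *quint* and *hda19-3* 720 and 751 were called, between *quint* and *quad* 1248 and 2316, and 337 departed from additivity with salt. The correlation of *quint* with *quad* with salt was 0.364. Distances over the fewer genes were 0.741 and 0.799 between *quad* and Col-0, 0.995 and 1.11 between *quint* and Col-0, and 0.756 and 0.774 between *quint* and *hda19-3*. In Group 1, 286 genes were called, and in Group 3, 214.

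A fit of only the groups compared moved 3 of 18 results, to 159 interactions in *hda19-3*, 337 in *quint*, and 1024 genes between *quint* and *hda19-3* with salt. The t test of the paper moved 5 of 15. It gave 2081 and 3028 genes in *hda19-3*, 839 in salt-stressed *quad*, and 781 and 511 between *quint* and *hda19-3* after adjustment, and 3476 and 4739, 2121, and 1854 and 1774 at an unadjusted p below 0.05. The one-way ANOVA gave 11318 genes responsive to salt, and 9854 on the authors' deposited values.

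Without chromosome 5 genes 13 of 40 results moved, 1 higher and 12 lower. Genes called in *quad* were 825 and 1331, interactions in *quad* 7, and genes between *quint* and *hda19-3* 953 and 1206. The correlation of *quint* with *hda19-3* without salt was 0.755, and that with *quad* 0.488 and 0.279. Distances were 0.492 and 0.547 between *quad* and Col-0, 0.731 between *quint* and Col-0 without salt, and 0.494 and 0.526 between *quint* and *hda19-3*.

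With each array left out, 41 of 984 values moved, 12 higher and 29 lower. Interactions ran from 308 (without Col-0 non-stress replicate 1) to 700 (without Col-0 salinity stress replicate 3) in *hda19-3*, from 4 (without Col-0 salinity stress replicate 3) to 53 (without Col-0 salinity stress replicate 1) in *quad*, and from 429 (without Col-0 non-stress replicate 1) to 898 (without *quint* salinity stress replicate 2) in *quint*. Departures from additivity ran from 93 to 332 without salt, the highest without *hda19-3* replicate 1, and from 342 to 1020 with salt, the lowest without *quad* replicate 2 and the highest without Col-0 replicate 1. The correlation of *quint* with *hda19-3* without salt ran from 0.646 to 0.686, that with *quad* with salt from 0.386 to 0.471, and that without shared arrays from 0.690 to 0.735 without salt. Distances ran from 0.597 to 0.635 and from 0.644 to 0.700 between *quad* and Col-0, and from 0.606 to 0.664 between *quint* and *hda19-3* without salt. All genes called in an interaction or departure kept their sign.

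Among the named genes, 98 differences were recomputed to 3136 values. Of these 3035 kept their call, 75 lost it, 24 gained it, and 2 were reversed, both with slide as a block. *GA20ox1* in non-stressed *quint* went to −0.14, and *EM1* in salt-stressed *hda19-3* to −4.54. A block for slide cost 22 calls and gave 4, and leaving arrays out cost 39 and gave 14 of 2352.

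Chance was also tested by splits of the arrays. In each comparison of 3 with 3 arrays, 1 of 10 splits, the true one, gave as many genes, so that no share under 0.1 can be reached and chance cannot be told apart by splits alone. This value of 1 of 10 holds for the salt response of Col-0, *hda19-3*, *quad*, and *quint*, and for *hda19-3*, *quad*, and *quint* against Col-0, *quint* against *hda19-3*, and *quint* against *quad* in both treatments. For the departures, 7 of 100 splits without salt and 15 of 100 with salt gave as many genes, but these splits carry the additive differences between the genotypes. With those removed, 2 of 100 and 3 of 100 gave as many. Few splits thus reached the counts, but single splits gave up to 389 and 866 genes, more than the real 147 and 678. Chance is therefore not firmly excluded for the departures. For the genes responsive in at least one genotype, and for the share without an effect of genotype, 1 of 100 splits was as extreme, which excludes chance.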

Differences from the paper's values

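No test in this part was chosen after the result was seen except the alternatives without chromosome 5 genes and the ANOVA on deposited values. Log2 differences were compared with means read from the tables of the paper. A count is said to differ at a ratio over 1.5, a percentage at such a ratio if it also lies beyond the SD among values from 1 array per group, and a log2 difference at the other sign or at a distance over the larger SD of the groups compared, which varies by gene.

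The paper has 4823 salt-responsive genes, and 10943 were found here. Of 36 alternatives 35 also differ, and only an absolute log2 ratio above 1 comes near, with 5143. The paper has 7.8% of the genes alike in *quad* and *quint*, against 15.8% here, and all 33 alternatives differ, with values from 12.7% to 17.1%. The paper has 1401 genes without an effect of the mutations, against 2304 here. Of 33 alternatives 30 differ, and an absolute log2 ratio above 1 (1319), normexp (1504), and the authors' deposited values (1954) come near. For *hda19-3* and *quint* the paper's 56.7% alike compares with 51.7% here and from 38.4% to 54.7% under 33 alternatives, none of which differs by this rule. These measures are unlike in the same way, so their nearness is no reproduction of the paper's share.

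For *ABI5* in non-stressed *quad* the paper's means give −0.122, against −0.33 here, and normexp (−0.15) and the authors' deposited values (−0.12) do not differ, while the other 30 of 32 alternatives do. For *GA2ox7* without salt the paper's means give −1.52 in *hda19-3*, against −2.29 here, where normexp (−1.07) and the authors' deposited values (−1.52) do not differ and 30 of 32 do. In *quint* the paper's means give −1.83, against −2.84 here, and only the authors' deposited values (−1.83) do not differ, while 31 of 32 do. For *EXP12* between *quint* and *quad* with salt the paper's means give −2.26, against −3.002 here, and only the authors' deposited values (−2.26) do not differ, while 31 of 32 do.

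For *NAC019* without salt the paper's means give 1.2 in *hda19-3*, against 2.35 here, and only the authors' deposited values (1.20) do not differ, while 31 of 32 alternatives do. In *quad* the paper's 0.341 compares with 1.12 here, and in *quint* the paper's 1.42 with 2.64 here. In both, normexp (0.25 and 1.00) and the authors' deposited values (0.34 and 1.42) do not differ, while 30 of 32 do.

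The paper gives 903 genes for Group 3 in its text, and 908 are in its table. For Group 4 it gives 183, and 238 are in the table. The paper's 10 group sizes add up to 4818. The paper describes Group 4 by *quad* and *quint*, whereas 225 of the 237 genes tested were lower in salt-stressed *hda19-3*, 195 in *quint*, and 25 differed in *quad*. As its size does not match, that table may list another group, so these counts do not bear on the paper's statement on Group 4. In Group 3, 455 of 902 genes were called in at least one mutant here, where the paper states no effect of the mutations.

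The paper states that *COR15A* did not increase significantly, and here it was called higher, by 2.02 in *hda19-3* and 2.04 in *quint* under salinity stress. The paper's means give 2.08 and 2.06, so the values do not differ and only the call of significance does. Neither was called with slide as a block (1.77 and 0.81). *NCED4* was called in salt-stressed *quad* here (0.76), where the paper did not observe upregulation, and the call was lost in 22 alternatives. *ABA2*, which the paper calls upregulated, rose by less than a log2 of 0.5 here (0.42 and 0.43 without salt), and passed it in *quint* with slide as a block (0.65). *TRH1*, which the paper has upregulated in *quad*, was well above background on 0 of 24 arrays by the scanner software and has no test of its own. *HDA5*, mutated in *quad*, was not lower there (0.20 and 0.09).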

Other observations

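The tests of deletions on chromosome 5, of slide and of chromosome 5 genes for the third principal component, of marked spots in Table S4, of a mislabeled sample for *HDA5*, of the salt response in unstressed seedlings, of the neighbors of *NAC016*, and of slide for the genes gained in *hda19-3* were chosen only after the result was seen.

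In *quad* and *quint* but not in *hda19-3*, 317 genes differed from Col-0 the same way in both treatments, and 215 of them lay on chromosome 5, 4.05% of the genes tested there, against 0.578% on chromosomes 1 to 4. Of 54 windows of 100 genes on chromosome 5, 12 held more such genes than any of the 179 elsewhere (7 at most), the first starting at AT5G26190. Of 62 genes lost in both mutants, 47 lay on chromosome 5. Slide is excluded, as these genes were lower by a median of −5.71 in *quad* than in *hda19-3* on the same slide. Loss of whole copies of the chromosome is excluded, with a median of −0.0021 over all chromosome 5 genes. Of the 215 genes, 170 were lower in *quad* and *quint* and the others were higher, and only 47 chromosome 5 genes were lost. This argues against deletion of genes or stretches as the source of the whole set. For the lost genes, deletion cannot be told apart from foreign sequence. Of the lost genes 46 lay from AT5G25 onward, with 7 pairs next to each other among the genes detected in Col-0, against a mean of 0.74 in random orders, and either would give such pairs. A mislabeled sample is excluded, as the highest median of a *quad* or *quint* array over the lost genes was 1.68, against 6.57 for the lowest of Col-0. A candidate explanation is chromosome 5 sequence from another accession that the probes do not match, although a failed match alone would not raise the genes that were higher. Features not named by a gene code cannot tell, as 1 of the 3 lost ones lay on chromosome 5. *HDA5*, *HDA18*, *RAB18*, and *SWEET8* lie in the part from AT5G25 onward, whereas the windows of *COR6.6* and AT5G22545 hold 0 such genes. Sequencing of the mutants would settle it.

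The third principal component parts Col-0 and *hda19-3* from *quad* and *quint*. Slide is excluded, since *hda19-3* and *quad* differ on it by 42.2 among the arrays of slide 2 and by 41.6 among all. Chromosome 5 genes alone do not account for it, as without them it held 5.75% of the variance, from 9.63%, and still parted the arrays.

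At 55 of the 281 Table S4 genes the high mean of salt-stressed *quad* rests on 1 array. A spot artifact fits, as 40.0% of the high spots were marked as outliers by the scanner software, against 0.0817% of all spots. A mark on the glass of the slide fits as well, as the median distance from such a spot on replicate 1 to the nearest other was 1 step, against 18.7 in random sets, and 0 of 1000 sets were as close. *TRH1* is among them. In the paper's table its means are 8.55 in salt-stressed *quad* and 5.06 in Col-0.

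*HDA5* was not lower in *quad* and *quint*. A mislabeled sample is excluded, since the lowest Col-0 array exceeded the highest *quad* or *quint* array by 4.77 for *HDA14*, 7.25 for *HDA15*, and 1.05 for *HDA18*. For *HDA5* that gap was −0.78. Whether its mutation leaves the probed part of the transcript was not tested.

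Unstressed seedlings without HDA19 could be partly in the salt-treated state. For the difference between *quint* and *quad* without salt this cannot be told apart from chance. Its correlation with the salt response of Col-0 was 0.108 over 6683 genes, and 3 of 10 splits of the arrays gave as large a value. Its median was 0.0576 over the genes higher with salt and −0.0489 over those lower, and of 1297 genes called in both, 748 had the direction of the salt response. For *hda19-3* minus Col-0 and the salt response of *quad* the correlation was 0.197, which 4 of 10 splits reached.

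*NAC016* was higher in *quad* and *quint*, and 12 of the 100 tested genes around it differed in these mutants and not in *hda19-3*, which 0 of the 17046 sets on chromosomes 1 to 4 that share no gene with it reach (6 at most). Sequence near *NAC016* from another accession cannot be told apart from an effect of the mutations, as 1 of the 100 genes was lost, which 7.25% of all 17245 sets there reach. AT1G33840 lies in this stretch. A cross of *quad* to Col-0 would part them.

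On every *hda19-3* array and no Col-0 array, 21 genes were well above background, among them *ABI3*, *FUS3*, *OLEO1*, and *CRU3*. Slide is excluded, as on slide 1 these genes were higher by a median of 3.38 on 2 *hda19-3* arrays than on 6 Col-0 arrays. In *quint*, 12 of them were well above background on all 6 arrays, and 9 were so on no *quad* array. *OLEO1* and *CRU3* were so on 4 *quad* arrays and *ESE2* on all 6, where HDA19 is not mutated, and *ABI3* and *FUS3* on 5 and 3 of 6 *quint* arrays. Repression of these genes by HDA19 is a hypothesis, and it does not account for the signal in *quad*.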
